# Serine/arginine-rich splicing factor 3 (SRSF3) regulates homologous recombination-mediated DNA repair

**DOI:** 10.1186/s12943-015-0422-1

**Published:** 2015-08-19

**Authors:** Xiaolong He, Pei Zhang

## Abstract

**Background:**

Our previous work found that serine/arginine-rich splicing factor 3 (SRSF3) was overexpressed in human ovarian cancer and the overexpression of SRSF3 was required for ovarian cancer cell growth and survival. The mechanism underlying the role of SRSF3 in ovarian cancer remains to be addressed.

**Methods:**

We conducted microarray analysis to profile the gene expression and splicing in SRSF3-knockdown cells and employed quantitative PCR and western blotting to validate the profiling results. We used chromatin immunoprecipitation to study transcription and the direct repeat green fluorescent protein reporter assay to study homologous recombination-mediated DNA repair (HRR).

**Results:**

We identified 687 genes with altered expression and 807 genes with altered splicing in SRSF3-knockdown cells. Among expression-altered genes, those involved in HRR, including BRCA1, BRIP1 and RAD51, were enriched and were all downregulated. We demonstrated that the downregulation of BRCA1, BRIP1 and RAD51 expression was caused by decreased transcription and not due to increased nonsense-mediated mRNA decay. Further, we found that SRSF3 knockdown impaired HRR activity in the cell and increased the level of γ-H2AX, a biomarker for double-strand DNA breaks. Finally, we observed that SRSF3 knockdown changed splicing pattern of KMT2C, a H3K4-specific histone methyltransferase, and reduced the levels of mono- and trimethylated H3K4.

**Conclusion:**

These results suggest that SRSF3 is a new regulator of HRR process, which possibly regulates the expression of HRR-related genes indirectly through an epigenetic pathway. This new function of SRSF3 not only explains why overexpression of SRSF3 is required for ovarian cancer cell growth and survival but also offers a new insight into the mechanism of the neoplastic transformation.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12943-015-0422-1) contains supplementary material, which is available to authorized users.

## Background

Serine/arginine-rich splicing factor 3 (SRSF3), previously named as SRp20 and SFRS3, is the smallest member of serine/arginine-rich (SR) protein family, well known for its regulatory roles in RNA metabolism and functions, such as pre-mRNA splicing [1–4], mRNA 3′ end processing [5, 6], mRNA export from nucleus [7–9] and cap-independent translation [10, 11]. SRSF3 was also implicated in the regulation of chromatin structure and function because of its association with interphase chromatin but not with hyperphosphorylated mitotic chromosomes [12].

Physiologically, SRSF3 is essential for embryo development since *Srsf3*-null mouse embryos failed to form blastocysts and died at the morula stage [13]. Mice with hepatocyte-specific knockout of *Srsf3* exhibited altered hepatic architecture, prolonged expression of fetal liver markers, impaired glucose homeostasis and reduced cholesterol synthesis, suggesting that *Srsf3* is indispensable for hepatocyte maturation and metabolic function in mice [14].

Pathologically, there is increasing evidence indicating that SRSF3 plays an important role in tumorigenesis. In a mouse model of mammary tumorigenesis, it was observed that SRSF3 was remarkably increased during the development of mammary cancer [15]. In human ovarian tumors, we found that SRSF3 was overexpressed in invasive ovarian cancer at all stages and its overexpression was critical for tumor cell growth and maintenance of transformation properties [16, 17]. Knockdown of SRSF3 expression causes growth inhibition or apoptosis of ovarian cancer cells, depending on the extent of SRSF3 knockdown [16]. SRSF3 was also found upregulated in a variety of other tumors, such as cervical cancer and rhabdomyosarcoma [18]. It was showed that ectopically expressed SRSF3 promoted cell growth and transformation of human and mouse fibroblasts [18]. In addition, knockdown of SRSF3 resulted in G1 arrest and downregulation of several G1/S transition-related genes in colon cancer cells [19] and led to p53-dependent cellular senescence in fibroblasts [20]. Besides the tumor promoting role, a recent study found that SRSF3 might function as a suppressor of hepatic carcinogenesis, because mice with hepatocyte-specific knockout of *Srsf3* invariably developed hepatocellular carcinoma at late ages [21].

Our previous studies mentioned above raise questions why SRSF3 is required for ovarian cancer cell growth and how it contributes to the neoplastic transformation. In the present study, we show that knockdown of SRSF3 suppresses expression of breast cancer 1, early onset (BRCA1), BRCA1 interacting protein C-terminal helicase 1 (BRIP1), and RAD51 recombinase (RAD51). These genes all play important roles in the homologous recombination (HR)-mediated DNA damage repair pathway [22, 23]. Correspondingly, we observed impaired HR-mediated DNA damage repair (HRR) activity and accumulation of DNA double-strand breaks (DSBs) after SRSF3 knockdown. We also provide evidence suggesting that SRSF3 possibly regulates the expression of above genes through an epigenetic pathway.

## Results

### Profiling of gene expression and splicing in SRSF3-knockdown cells

In our previous study, we established three A2780 sublines, A2780/SRSF3si1, A2780/SRSF3si2 and A2780/LUCsi, which express doxycycline (Doxy)-induced SRSF3 siRNA1 (SRSF3si1), SRSF3 siRNA2 (SRSF3si2) and luciferase siRNA (LUCsi), respectively. SRSF3si1 and SRSF3si2 suppress SRSF3 expression by about 50 and 90 %, respectively, while LUCsi has little effect on SRSF3 expression [16]. We confirmed these results in the present study by regular reverse transcription PCR (RT-PCR), quantitative RT-PCR (qPCR) as well as western blotting, as shown in the Fig. 2a, b and c. Induction of SRSF3si1 caused cell growth inhibition whereas induction of SRSF3si2 led to apoptosis [16] (Fig. 2f). In order to determine the mechanisms underlying the role of SRSF3 in ovarian cancer, we conducted human exon microarray analysis to examine the genome-wide profiles of gene expression and splicing in A2780/SRSF3si2 cells with or without SRSF3 knockdown. 

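SRSF3, the splicing factor that the siRNA targets, was read by 8 probe sets in A2780/SRSF3si2 cells, a subline of the A2780 ovarian cancer cell line. Its gene value, the mean of its probe sets on the log2 scale, was 8.42 ± 0.12 (SD, n = 2 arrays) without Doxy and 7.90 ± 0.10 (SD, n = 2) with Doxy. The difference of -0.51 (standard error 0.18, adjusted p = 0.129 from limma) did not pass the test, although both Doxy arrays lay below both No Doxy arrays. Centred on each array's median, the SRSF3 difference was -0.67 (adjusted p = 0.0376), and with the arrays quantile normalized again it was -0.64 (adjusted p = 0.0462), in a range of adjusted p from 0.0376 to 0.710 over the alternatives tried. Of the 8 SRSF3 probe sets, 5 were lower in both Doxy arrays than in both No Doxy arrays, where chance gives 16.7%, and the differences of all 8 ran from -0.99 to 0.11. Probe sets of a gene are read on the same arrays, so they are not independent. The control gene GAPDH had a log2 difference of 0.10 (adjusted p = 0.800), which turned to -0.06 with centred arrays, and ACTB had -0.03 (adjusted p = 0.960).

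RNA from cells grown for 3 days with 0.1 μg/ml Doxy and from cells grown without Doxy was hybridized to Affymetrix human exon arrays, 2 arrays for each group. An exon array reads each exon, or part of an exon, with a probe set of its own. The authors' values are log2 signals from the RMA method of Expression Console for core probe sets, and they range from 0.70 to 14.5. A higher value is a brighter signal. The array medians were 5.20 and 5.04 in No Doxy replicates 1 and 2 and 5.18 and 5.38 in Doxy replicates 1 and 2. How the values were centred across arrays is not given in the sources used here, and it stays unknown, whereas the log2 scale and the direction are settled by the labels and by the range. The annotation pairs 261273 probe sets with 1 gene symbol, 9155 with several and 16901 with none, and the first kind gave 16634 genes with at least 2 probe sets. Gene values of the 2 No Doxy arrays correlated across genes with r = 0.987 and those of the 2 Doxy arrays with r = 0.988, against 0.969 to 0.972 between the groups (genes are not independent replicates). Expression was compared by limma on the gene values, and splicing by limma's diffSplice, which asks whether the probe sets of a gene changed unequally. The number of arrays limits the precision. Nothing in the sources used here says that the replicates came from separate cultures, so the p-values measure only the spread between these arrays, which may be technical. Arrays of the LUCsi subline were not used here, so effects of Doxy itself are not separated from those of SRSF3 knockdown.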

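The largest increase with Doxy among genes with at least 4 probe sets was that of C14orf39, a gene of the meiotic synaptonemal complex, which rose from 2.28 ± 0.32 to 5.48 ± 0.12 on the log2 scale (SD, n = 2 arrays each). Its log2 difference was 3.20 (standard error 0.21, adjusted p = 0.00298 from limma). ATP6V1D, a subunit of the vacuolar proton pump, rose by 2.80, the secreted protein gene SPP1 (osteopontin) by 2.72, the kinase gene DCLK1 by 2.67, the pseudogene HSD17B7P2 by 2.66 and AMN1 by 2.59. The largest decrease was that of H1-6, a testis histone H1 gene, which fell by 2.68, from 6.34 ± 0.90 to 3.66 ± 0.24 (adjusted p = 0.0124). IQGAP1, a scaffold protein gene, fell by 2.17 (standard error 0.18, adjusted p = 0.00298), and the noncoding RNA gene SNHG32 had a difference of -2.14. The differences were -2.02 for TSPAN7, -1.99 for the transcription regulator gene ID3, -1.99 for DPAGT1, whose enzyme starts N-glycan synthesis, -1.98 for the kinetochore gene SKA3, -1.90 for ZNF670 and -1.86 for HERPUD2, all with an adjusted p of 0.0126 or less.

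Of 16634 genes, 943 were higher and 282 were lower with Doxy at an adjusted p under 0.05 from limma. With each array centred on its median, which lowered every difference by 0.16, 917 were higher and 956 lower, and with quantile normalization 892 were higher and 609 lower. The share of higher genes was thus 77.0% of the calls with the authors' values, 49.0% with centred arrays and 59.4% with quantile normalization. The Doxy and No Doxy arrays did not overlap in any of the 1225 called genes, nor in 52.3% of all genes, where chance gives 33.3%. At an unadjusted p under 0.05 and an absolute fold change over 2, 678 genes passed, 502 higher and 176 lower, against 1045 with the median of each gene's probe sets and 451 by the methods' t-test. At these thresholds 277 were higher and 310 lower with centred arrays, 875 and 142 without Doxy replicate 1 and 342 and 337 without Doxy replicate 2. No gene passed limma's adjusted p without No Doxy replicate 1 or without No Doxy replicate 2 (3079 and 2571 genes at an unadjusted p under 0.05), while 680 passed without Doxy replicate 1 and 152 without Doxy replicate 2. With the median of each gene's probe sets 240 genes passed, and the methods' t-test called 0 after adjustment (2328 genes at an unadjusted p under 0.05).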

Using *p* < 0.05 and absolute fold changes greater than 2 as the cutoff values, we found 687 genes altered in their expression in SRSF3-knockdown cells, among which 424 genes were upregulated while 263 genes were downregulated (Additional file 1: Table S1). 

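In PROSER1, probe set 3510377, the most deviating of 26, fell with Doxy from 9.19 ± 0.16 to 4.74 ± 0.09 on the log2 scale (SD, n = 2 arrays each), while the median of its other probe sets differed by 0.28. The gene value, the mean of all 26, differed by -0.51, so that other probe sets of the gene fell as well. Probe sets with a low signal without Doxy that rose above the rest of their gene, by a size that is not well measured from so low a signal, lay in ADAM32, a metalloprotease family gene (4.54 against a median of 1.93 for its other probe sets), CUBN, the gene of the endocytic receptor cubilin (4.32 against 1.11), PCDH15, a protocadherin gene (3.60 against -0.02), and HSPA14, a chaperone gene (3.54 against 0.48). Their No Doxy signals were 1.62, 2.91, 2.12 and 3.40 in that order. In NCOA6, a coactivator gene, probe set 3903555 had a difference of -2.41 against 1.44 for the others. In DMD, the dystrophin gene, probe set 4004051 had -0.90 against 1.70, and in the Fanconi anemia gene FANCA, probe set 3705046 had -0.79 against 1.78, at a dim signal of 3.08 ± 0.53 without Doxy and 2.29 ± 0.45 with Doxy. The most deviating probe sets of MACF1 (3.05 against 0.17, with a No Doxy SD of 2.02) and PHF20L1 (2.01 against -0.26) were higher than the rest of their gene.

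These 10 genes had the smallest p in diffSplice's F test, with adjusted p from 1.1e-19 in PROSER1 to 1.3e-09 in ADAM32. In all, 409 of 16634 genes passed at an adjusted p under 0.05, and 2237 had an unadjusted p under 0.05. A test of single probe sets combined by Simes' method called 892 genes, 325 of them among the 409, and the model of Table S2, run here on the same values, called 999, with 395 of the 409 among them. On simulated arrays in which each probe set had a variance of its own, diffSplice called 289 unchanged genes, found 11 of 100 genes with 1 probe set changed by 2 on the log2 scale and 51 of 100 changed by 3, and called 3 unchanged genes when the variance was 1 per gene. A limma test with a variance of its own for each probe set found 0 of 100 simulated genes changed by 3. Its count on the real arrays, given next, therefore cannot decide whether splicing changed. Without No Doxy replicate 1 diffSplice called 4013 genes, without No Doxy replicate 2 414, without Doxy replicate 1 36 and without Doxy replicate 2 20, and a limma test with a variance of its own for each probe set, chosen after seeing the data, called 0 (1009 genes at an unadjusted p under 0.05).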

Using false discovery rate (FDR) less than 0.05 as the criterion, we identified 807 genes altered in their splicing in the SRSF3si2 cells (Additional file 2: Table S2). Shown in Fig. 1a is the Venn diagram of expression-altered genes and splicing-altered genes in SRSF3-knockdown cells. 

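Genes that changed in both ways included the sterol genes IDI1 and CYP51A1, as well as DMD, CUBN, ADAM32, FANCA and NCOA6, all higher with Doxy. In IDI1, whose enzyme isomerizes isopentenyl diphosphate, probe set 3273602 had a log2 difference of -0.28 against a median of 1.93 for the other probe sets (adjusted p = 1.0e-07 from diffSplice). That probe set was dim in every array, at 1.55 ± 0.21 (SD, n = 2) without Doxy and 1.27 ± 0.06 (SD, n = 2) with Doxy. In CYP51A1, a demethylase of sterol synthesis, the bright probe set 3061018 went from 10.7 ± 0.27 to 11.2 ± 0.13, a difference of 0.52 against 2.51 for the others (adjusted p = 0.00404). The gene values of DMD, CUBN and ADAM32 differed by 1.39, 1.27 and 1.72 (adjusted p from 0.00599 to 0.0129 from limma).

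Of the genes higher with Doxy, 127 were also called for splicing, where independent lists would share 23.2, and of the genes lower with Doxy 27 were, where 6.93 would be shared. With centred arrays 37 lower genes were, against 22.0 by independence, and with the Simes test 30 against 15.1. With the unadjusted p and fold change thresholds that the paper states for expression, the numbers were 79 higher and 13 lower. By the model of Table S2 they were 241 and 45 at an adjusted p in both tests (56.6 and 16.9 by independence), and with dim probe sets left out 71 and 16 (12.5 and 4.27). No gene passed both tests without No Doxy replicate 1 or without No Doxy replicate 2, since limma called 0 genes there (3079 and 2571 at an unadjusted p under 0.05), 14 higher and 0 lower did without Doxy replicate 1, and 7 higher and 1 lower without Doxy replicate 2.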

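Genes of homologous recombination repair (HRR), which mends double-strand breaks from a homologous template, were lower with Doxy as a group, and genes of nucleotide excision repair, which removes bulky lesions, were higher. Of 38 measured HRR genes, 6 fell and 0 rose at an adjusted p under 0.05 from limma (11 lower and 0 higher when adjusted over the list alone), and their median log2 difference was -0.44. In limma's camera test, which compares a list with all other genes, the HRR list had an adjusted p of 9.3e-06, and an adjusted p = 0.990 with an estimated correlation. With an estimated correlation 0 of the 31 lists tested passed, so that setting does not tell the lists apart. EXO1, an exonuclease that resects broken ends, fell by 2.03 on the log2 scale, from 6.61 ± 0.33 to 4.58 ± 1.02 (SD, n = 2 arrays each; standard error 0.42, adjusted p = 0.0303). PSMC3IP, a partner of strand-exchange proteins, fell by 1.35 (standard error 0.25, adjusted p = 0.0222). Of the 38 genes, 27 lay below both No Doxy arrays in Doxy replicate 1 and 22 in Doxy replicate 2, where chance gives 33.3%.

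Of 17 nucleotide excision repair genes, 5 rose and 0 fell (8 and 1 over the list alone), with a median of 0.69 (camera adjusted p = 0.00866; adjusted p = 0.990 with an estimated correlation). They were CETN2, a centrin gene (2.21), ERCC1 (1.56), ERCC5 (1.29), ERCC2 (0.89) and GTF2H3 (0.81, chosen after its values were seen). In the other repair groups few genes passed. Of 12 genes of nonhomologous end joining, the ligase gene LIG4 rose by 1.22 and 0 fell (4 and 0 over the list alone; median 0.20, camera adjusted p = 0.356). Of 14 Fanconi anemia genes, FANCA rose by 1.74 and FANCI fell by 1.28 (1 and 1 over the list alone; median -0.23, camera adjusted p = 0.128). Of 19 base excision repair genes, APEX1 fell by 0.79 and 0 rose (2 lower and 1 higher over the list alone; median 0.02, below 0 with centred arrays, camera adjusted p = 0.842). No mismatch repair gene of 5 passed limma's adjusted p, over all genes or over the list alone (median 0.18, camera adjusted p = 0.842).

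Doxy replicate 1 also stood apart in cell cycle genes: the mean gene value of 25 G2/M genes was 6.90 and 7.27 in the No Doxy arrays, 5.83 in Doxy replicate 1 and 7.14 in Doxy replicate 2. Without Doxy replicate 1 the HRR median was -0.21 (camera adjusted p = 0.00173) and 0 HRR genes passed on their own, as without No Doxy replicate 1, without No Doxy replicate 2, with the median of each gene's probe sets, with Tukey's median polish and with the methods' t-test. The nucleotide excision repair call ended without No Doxy replicate 1 (adjusted p = 0.0778) and without Doxy replicate 2 (median 0.19, adjusted p = 0.110), and the Fanconi anemia list passed without Doxy replicate 2 (adjusted p = 0.000626), whereas without Doxy replicate 1 its median was 0.02 (adjusted p = 0.789). Without No Doxy replicate 1 the HRR median was -0.29, and without Doxy replicate 1 the EXO1 difference was -1.30 (adjusted p = 0.0504).

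**Figure D1:**
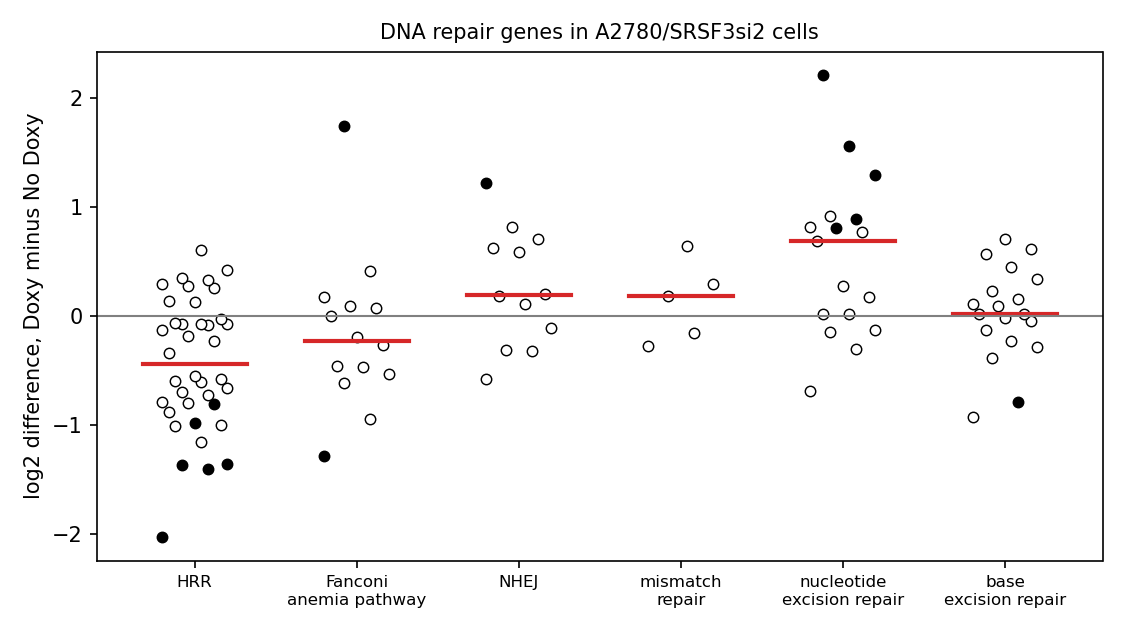
Log2 difference of the gene value, Doxy minus No Doxy (2 arrays each), of each measured gene of 6 DNA repair lists. Filled points are genes called at an adjusted p under 0.05 from limma, open points are genes not called and red bars are list medians. The HRR genes lie mostly below 0, with a median of -0.44, and the nucleotide excision repair genes mostly above 0, with a median of 0.69.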

Gene ontology analysis revealed that genes involved in double-strand break repair, especially those involved in HRR, were enriched among the expression-altered genes, as shown in Fig. 1b. Figure 1c lists the changed HRR-related genes, which are all downregulated in SRSF3-knockdown cells. In addition, genes involved in sterol biosynthesis are also enriched in the expression-altered genes and they are all upregulated in SRSF3-knockdown cells (Additional file 3: Figure S1). 

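Of the 6 genes of Fig. 1c, 5 were measured, and all 5 were lower in both Doxy arrays than in both No Doxy arrays, where chance gives 16.7% of genes. BRIP1, a helicase that binds BRCA1, fell from 6.38 ± 0.06 to 4.98 ± 0.60 on the log2 scale (SD, n = 2 arrays each), a difference of -1.40 (standard error 0.27, adjusted p = 0.0262 from limma). XRCC2, a paralog of the HRR recombinase, fell from 5.53 ± 0.16 to 4.16 ± 0.63, a difference of -1.37 (standard error 0.29, adjusted p = 0.0313). BRCA1 fell from 6.29 ± 0.23 to 5.32 ± 0.27, a difference of -0.98 (standard error 0.21, adjusted p = 0.0335). The helicase gene BLM went from 4.25 ± 0.01 to 3.25 ± 0.53 (standard error of the difference 0.25, adjusted p = 0.0544), and RAD54B, a gene of strand exchange, had -0.73 (standard error 0.22, adjusted p = 0.0934), so neither passed over all genes. Without Doxy replicate 1 their differences were -0.62 and -0.44.

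The study chose these genes on the same samples, so the list is not independent evidence of its direction. The wider HRR list holds them too, with BRCA1, BRIP1 and XRCC2 among its called genes, so it is not independent of the study's choice either. Adjusted over the list alone, 5 of the 5 passed as lower, and the camera adjusted p of the list was 1.5e-05 (adjusted p = 0.990 with an estimated correlation). With each array centred on its median, BLM (adjusted p = 0.000900) and RAD54B (adjusted p = 0.00765) passed as well, over alternatives whose adjusted p reached 0.440 for BLM and 0.449 for RAD54B. The calls of BRCA1, BRIP1 and XRCC2 ended with the median of each gene's probe sets, with Tukey's median polish, without No Doxy replicate 1, without No Doxy replicate 2, without Doxy replicate 1 and with the methods' t-test (adjusted p from 0.0512 to 0.418), and that of BRCA1 also without Doxy replicate 2 (0.0760). The paper states that all the HRR genes it lists were downregulated, and it takes BRCA1, BRIP1 and another gene of the list on to qPCR and western blotting in Fig. 2. For XRCC2, RAD54B and BLM it reports lower mRNA by RT-PCR and qPCR in a supplementary figure, without protein data.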

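Genes of sterol biosynthesis, the path from acetyl-CoA to cholesterol, rose together with Doxy. HMGCS1, which makes HMG-CoA, rose from 6.79 ± 0.12 to 9.81 ± 0.63 on the log2 scale (SD, n = 2 arrays each), a difference of 3.02 (standard error 0.28, adjusted p = 0.00469 from limma). ACAT2, the acetyl-CoA thiolase gene, rose by 3.03, from 6.32 ± 0.03 to 9.36 ± 0.89 (standard error 0.36, adjusted p = 0.00840). SQLE, the squalene epoxidase gene, rose by 2.67 (standard error 0.22, adjusted p = 0.00298), FDPS, the farnesyl diphosphate synthase gene, by 2.63 and CYP51A1 by 2.46. Differences of 2.36 in DHCR7, 2.29 in MSMO1, 2.10 in SC5D, 1.95 in NSDHL, 1.87 in FDFT1, 1.87 in ERG28, 1.78 in MVK, 1.60 in EBP and 1.52 in LSS also passed, as did 1.37 in IDI1 and 1.19 in MVD.

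Of 19 measured sterol biosynthesis genes, 16 rose and 0 fell (18 higher and 0 lower when adjusted over the list alone), and all 19 had a difference above 0, with a median of 1.87. The camera adjusted p of the list was 1.8e-18 at the preset correlation of 0.01, and the adjusted p = 0.990 with an estimated correlation of 0.75. Of the 16 genes of Fig. S1, 15 were measured and all 15 rose (15 over the list alone; median 1.95, camera adjusted p = 5.5e-18; adjusted p = 0.990 with an estimated correlation), among them INSIG1, which encodes a brake on sterol synthesis (1.53, adjusted p = 0.0129). The study chose those genes on the same samples, so they are not independent evidence of the direction. Most of the measured sterol biosynthesis genes are among them, so that list is not independent of the study's choice either. ACAT2 and FDFT1, which also passed, are not genes of Fig. S1. No sterol gene passed on its own without No Doxy replicate 1 or without No Doxy replicate 2, where limma called 0 genes of any kind (3079 and 2571 at an unadjusted p under 0.05), while the list kept its camera call without each array in turn, with adjusted p from 4.0e-20 to 9.7e-14.

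**Figure D2:**
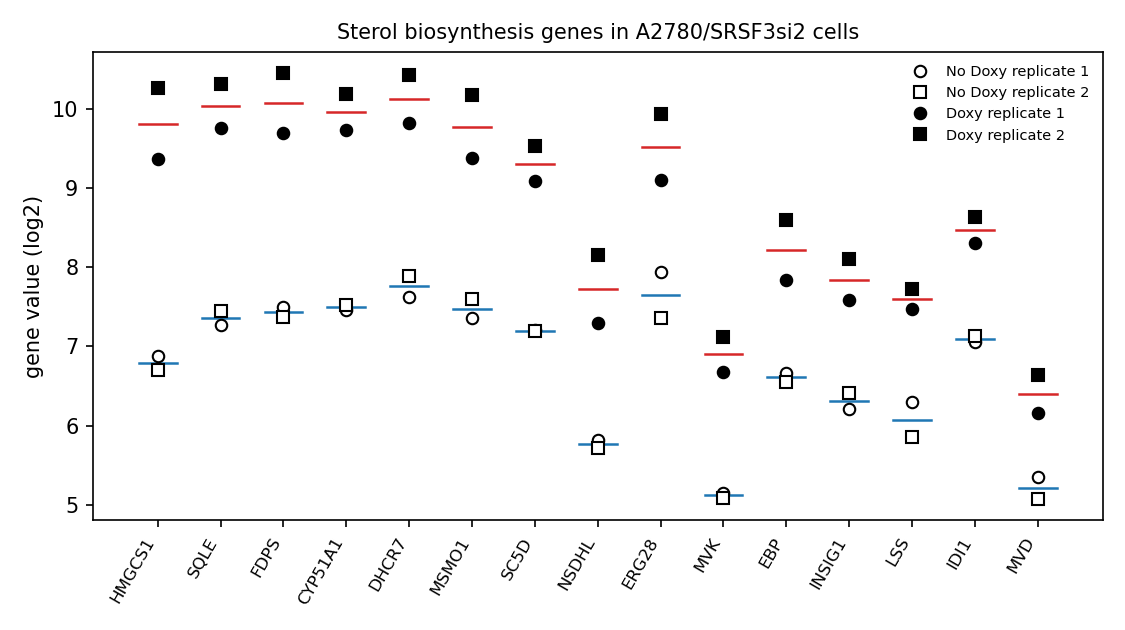
Log2 gene value in each array for the 15 measured genes of Fig. S1. Open points are No Doxy and filled points Doxy arrays, circles are replicate 1 and squares replicate 2, and blue and red bars are the means of No Doxy and Doxy (n = 2 arrays each). In all 15 genes both Doxy arrays lie above both No Doxy arrays.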

Among the splicing-altered genes, those involved in cellular protein modification, especially those related to polyubiquitilation, are the most highly enriched (Additional file 3: Figure S2).

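Among the genes that the paper lists under protein polyubiquitination, RNF41, a ubiquitin ligase gene, had a probe set (3457526) that fell with Doxy. It went from 8.78 ± 0.03 to 7.17 ± 0.21 on the log2 scale (SD, n = 2 arrays each), while the median of the gene's other probe sets differed by 0.22 (adjusted p = 0.000106 from diffSplice). In RNF216, another ligase gene, probe set 3037058 differed by 3.01 against 0.63 for the others (adjusted p = 0.0138). In LRSAM1 the values were 2.89 against 0.74 (0.0221), from a dim signal of 1.42 ± 0.48 without Doxy, in TNKS2, a tankyrase gene, 1.98 against 0.66 (0.00436), and in NPEPPS, an aminopeptidase gene, 1.55 against 0.32 (0.00292). In TRIM5 a dim probe set differed by -0.73 against 0.96 for the others (adjusted p = 0.000779). The proteasome genes PSMA1 (-0.47 against 1.17, adjusted p = 0.0153) and PSMD3 (2.59 against 0.96, adjusted p = 0.0406) also passed, the former by a probe set dim in both groups (1.87 and 1.40).

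These are the 8 genes called for splicing of the 22 measured genes of Fig. S2, which the study chose on the same samples, so the count is not independent evidence. In lists not taken from the study, 2 of 34 proteasome subunit genes were called, PSMA1 and PSMD3, against 2.46% of all genes (Fisher's exact test across genes, two-sided p = 0.203). Of 25 genes of ubiquitin-conjugating enzymes diffSplice called 0 at an adjusted p (Fisher's exact p = 1), and the model of Table S2 called UBE2Q1 and UBE2K, the latter chosen after its values were seen (Fisher's exact p = 0.660). By the model of Table S2, 8 of 34 proteasome subunit genes were called (Fisher's exact p = 0.000736, in a range from 0.000736 to 1 over the alternatives). However, 5 of the 8 are genes of Fig. S2, so this is not independent of the study's choice. Neither list holds the ligase genes of Fig. S2, such as RNF41 and RNF216, so enrichment of that class was not tested. Without No Doxy replicate 1, where diffSplice called 4013 genes, 1 of 34 was called, fewer than the share of all genes (Fisher's exact p = 0.00192). In expression, 7 of the 22 genes rose with Doxy and 0 fell in limma's test (12 higher and 1 lower when adjusted over the list alone), among them RNF6 (1.09), PSMA1 (1.03), PSMD3 (0.98) and TRIM5 (0.96). The median of the 22 was 0.64 (camera adjusted p = 1.3e-05; adjusted p = 0.990 with an estimated correlation).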

**Fig. 1:**
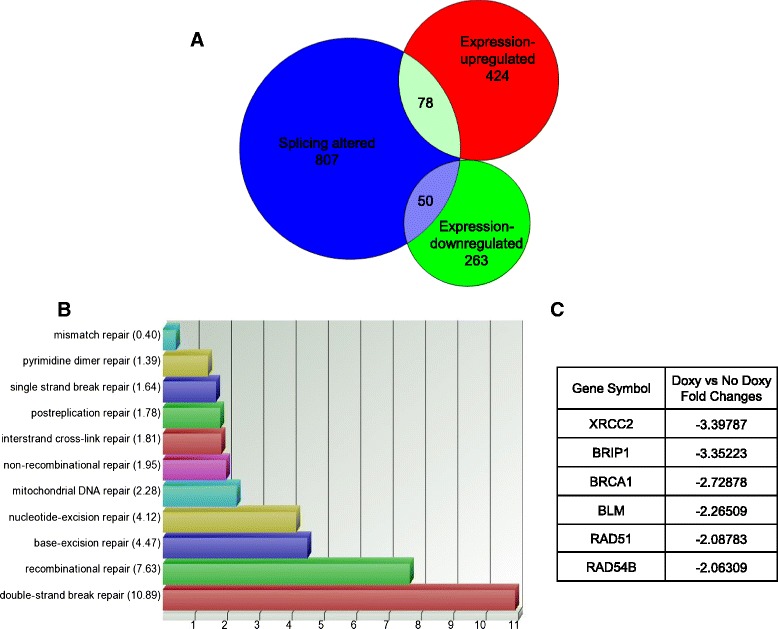
Knockdown of SRSF3 alters expression and splicing of hundreds of genes. **a** Venn diagram of expression-altered genes and splicing-altered genes. **b** Bar chart of enrichment scores under the term of DNA repair generated by gene ontology analysis. **c** List of expression-altered HRR-related genes

**Fig. 2:**
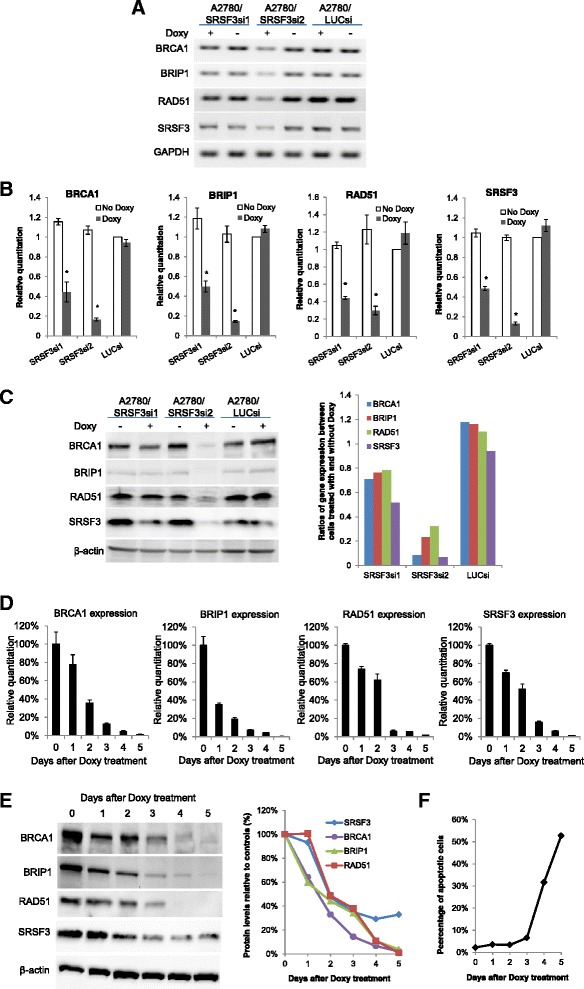
Knockdown of SRSF3 suppresses the expression of BRCA1, BRIP1 and RAD51. **a** Regular PCR amplification of cDNA fragments of BRCA1, BRIP1, RAD51, SRSF3 and GAPDH. **b** Relative quantitation of BRCA1, BRIP1, RAD51 and SRSF3 expression determined by qPCR analysis. Shown are the results of three independent experiments (mean ± s.d.). * indicates *p* < 0.01 for comparisons between samples treated with and without Doxy. **c** Left: Western blotting results of whole cell lysates of A2780 subline cells treated with or without Doxy. Right: Quantitation of the western blotting results. Results in (**a**), (**b**) and (**c**) were obtained from cells treated with or without Doxy for 3 days. **d** Time course of BRCA1, BRIP1, RAD51 and SRSF3 expression at mRNA levels determined by qPCR. Day 0 represents cells that were not treated with Doxy. Two independent experiments were performed and produced similar results. Shown are the results of one experiment (mean ± s.d. of triplicate PCR reactions). **e** Time course of BRCA1, BRIP1, RAD51 and SRSF3 expression at protein levels. Left: Western blotting results; Right: Quantitation. **f** Time course of apoptotic cells

### Knockdown of SRSF3 suppresses the expression of BRCA1, BRIP1 and RAD51

We have confirmed the downregulation of BRCA1, BRIP1 and RAD51 expression induced by SRSF3 knockdown at both mRNA and protein levels, as shown in Fig. 2. We confirmed the downregulation of other three genes, XRCC2, RAD54B and BLM, only at mRNA levels (Additional file 3: Figure S3) but not at protein levels due to problems with the antibodies we tested. Figure 2a and b show the results of RT-PCR and qPCR, respectively. Figure 2c shows the results of western blotting. As can be seen, the downregulation of BRCA1, BRIP1 and RAD51 is more substantial in Doxy-treated A2780/SRSF3si2 cells than in Doxy-treated A2780/SRSF3si1 cells, indicating that the effects correlate with the extent of SRSF3 knockdown. As the primer pairs used for PCR are located on the exons common to all or most known splice variants of these genes, the results shown in Fig. 2 reflect the downregulation of overall expression rather than specific splice variants. Similar results were obtained with sublines of another ovarian cancer cell line, SKOV3, as shown in the Additional file 3: Figure S4, indicating that the phenomenon is not cell line specific. It is worth pointing out that our microarray analysis did not find any significant alterations in the splicing of BRCA1, BRIP1 and RAD51 in SRSF3-knockdown cells.

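The probe sets of BRCA1 and of BRIP1 fell together with Doxy. In BRCA1, 27 of 31 probe sets were lower in both Doxy arrays than in both No Doxy arrays, and their log2 differences ran from -1.70 to 0.22 with a median of -1.19. In BRIP1, 26 of 27 probe sets were lower in this way, with differences from -2.10 to -0.59 and a median of -1.50. Chance gives 16.7% of probe sets in which both Doxy arrays lie lowest, but the probe sets of a gene are read on the same arrays and are not independent. The most deviating probe set of BRCA1 (3758358) was dim, at 3.63 ± 0.35 (SD, n = 2 arrays) without Doxy and 3.85 ± 0.19 (SD, n = 2) with Doxy. In BRIP1 it was probe set 3765588, at 2.18 ± 0.23 and 1.59 ± 0.23. The diffSplice adjusted p, for unequal change among the probe sets of a gene, was 0.487 for BRCA1 and 1 for BRIP1. By the model of Table S2, run on the probe sets used here, BRCA1 passed (adjusted p = 0.0392, in a range from 0.0392 to 1 over the alternatives) and BRIP1 did not (0.821). The third gene named with them was not analysed here.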

We also measured the time course of the expression of BRCA1, BRIP1 and RAD51 at mRNA and protein levels after the A2780/SRSF3si2 cells were treated with Doxy. As can be seen in Fig. 2d and e, the expression of these genes started to decrease from day one after Doxy treatment and the downregulation was gradually intensified in the later days. These results suggest that downregulation of these genes is likely a primary effect of SRSF3 knockdown rather than secondary to the growth inhibition or apoptosis caused by SRSF3 knockdown, which was not observed until day 4 after Doxy treatment, as shown in Fig. 2f.

### SRSF3 knockdown-induced downregulation of BRCA1, BRIP1 and RAD51 is not due to nonsense-mediated mRNA decay (NMD)

NMD is an important quality-control mechanism but also plays a role in the regulation of gene expression. It recognizes and degrades mRNAs harboring premature termination codons (PTCs) [24]. SRSF3 is a well-known splicing factor and its knockdown may cause aberrant splicing and thus trigger NMD to downregulate gene expression. To determine whether the downregulation of BRCA1, BRIP1 and RAD51 is mediated by this mechanism, we examined the effects of inhibition of NMD pathway on the expression of these three genes. NMD is primarily carried out by up-frameshift (UPF) proteins, which consist of UPF1, UPF2 and UPF3 with UPF1 as the key effector of NMD [25]. Previous studies showed that depletion of UPF1 by shRNAs substantially inhibited NMD activity, leading to the upregulation of hundreds of mRNAs [26, 27]. We introduced one of the reported UPF1 siRNA (UPFsi) sequences [28] or LUCsi sequence [29] into A2780/SRSF3si2 cells using lentiviruses and achieved Doxy-induced simultaneous knockdown of SRSF3 and UPF1, as shown in Fig. 3a. Then we measured the expression of BRCA1, BRIP1 and RAD51 in these cells treated with or without Doxy for 3 days by qPCR. As can be seen in Fig. 3b, these genes were similarly downregulated in A2780 cells simultaneously expressing SRSF3si2 and UPF1si or SRSF3si2 and LUCsi, indicating that the downregulation of these genes could not be reversed by inhibition of NMD and thus was not mediated by NMD.

**Fig. 3:**
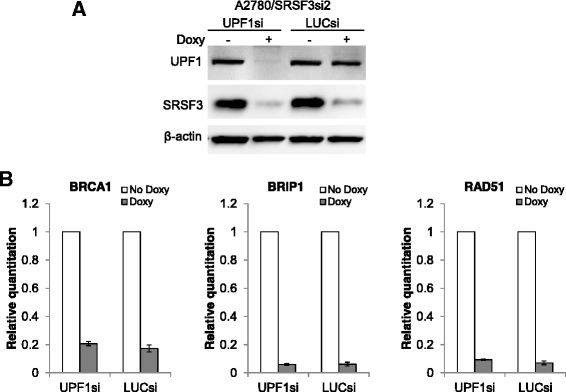
SRSF3 knockdown-induced downregulation of BRCA1, BRIP1 and RAD51 is not due to NMD. **a** Western blotting results showing Doxy-induced simultaneous knockdown of UPF1 and SRSF3. **b** Expression of BRCA1, BRIP1 and RAD51 after simultaneous knockdown of UPF1 and SRSF3. Shown are the results of three independent experiments (mean ± s.d)

### Knockdown of SRSF3 suppresses the transcription of BRCA1, BRIP1 and RAD51

To determine whether the downregulation of BRCA1, BRIP1 and RAD51 is caused by reduced transcription, we examined RNA polymerase II (RNApII) occupancy on these genes in A2780/SRSF3si2 cells treated with or without Doxy using chromatin immunoprecipitation (ChIP) technology. RNApII occupancy on chromatin DNA has been shown to be reliable surrogate readout for transcription rates [30, 31]. We analyzed RNApII occupancy in two regions for each gene: one is about 1 kb downstream of transcription start site (TSS) and the other is 10 kb to 14 kb downstream of TSS. Chromatin DNAs precipitated by RNApII antibody or negative control IgG (Neg IgG) were analyzed by regular PCR and qPCR. As shown in Fig. 4 (results of ChIP in the region of 1 kb downstream of TSS) and Additional file 3: Figure S5 (results of ChIP in the region of 10 to 14 kb downstream of TSS), RNApII occupancy was decreased in BRCA1, BRIP1 and RAD51 genes, but not in the control gene, GAPDH, after SRSF3 knockdown. Figure 4a shows the results of regular PCR and the Fig. 4b shows the results of qPCR.

**Fig. 4:**
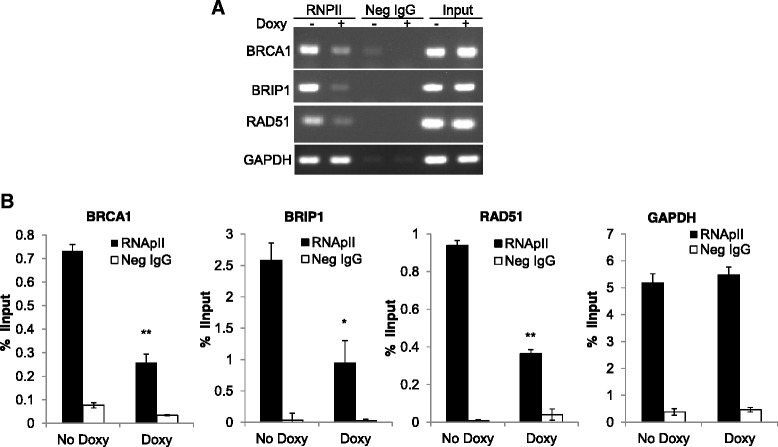
Knockdown of SRSF3 reduces RNApII occupancy on BRCA1, BRIP1 and RAD51 genes. **a** Regular PCR amplification of immunoprecipitated chromatin DNAs. **b** qPCR analysis of immunoprecipitated chromatin DNAs. Shown are immunoprecipitated DNAs expressed as percentages of corresponding input DNAs (mean ± s.d, *n* = 3). * and ** indicate *p* < 0.05 and *p* < 0.01, respectively, for comparisons of RNApII occupancy between samples treated with and without Doxy

### Knockdown of SRSF3 impairs HRR and increases DSBs

Given the role of BRCA1, BRIP1 and RAD51 in HR-mediated repair of DSBs, the downregulation of their expression is very likely to impair this process and cause accumulation of DSBs in the cells. To test this hypothesis, we first examined the levels of γ-H2AX, a biomarker of DSBs, in A2780 subline cells treated with or without Doxy by western blotting. As shown in Fig. 5a, γ-H2AX was substantially increased in A2780/SRSF3si2 cells treated with Doxy but not in other Doxy-treated subline cells, indicating that robust suppression of SRSF3, which resulted in deeper downregulation of BRCA1, BRIP1 and RAD51 (Fig. 2), indeed caused accumulation of DSBs. Immunofluorescent staining of A2780/SRSF3si2 cells treated with or without Doxy confirmed above finding, as shown in Fig. 5b. The time course of γ-H2AX levels after SRSF3 knockdown is shown in Additional file 3: Figure S6.

**Fig. 5:**
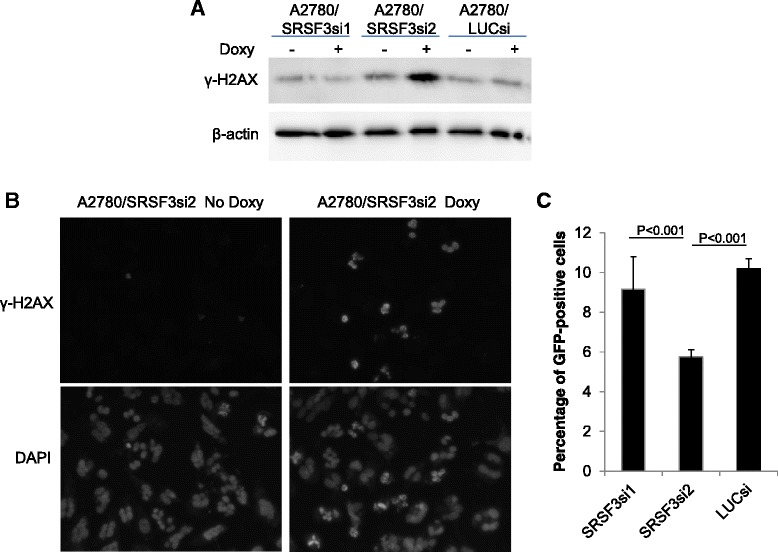
Knockdown of SRSF3 increases accumulation of DSBs and impairs HRR activity. **a** Western blotting result of γ-H2AX. Cell lysates were prepared from cell cultures treated with or without Doxy for 3 days. **b** Immunofluorescent staining of γ-H2AX in A2780/SRSF3si2 cells treated with or without Doxy for 3 days. **c** Results of HRR assays. Shown are the percentage of GFP-positive cells determined by flow cytometry (mean ± s.d., *n* = 4)

Next we examined whether knockdown of SRSF3 impaired cellular capability to repair DSBs via HR-mediated pathway. We employed DR-GFP reporter [32] to analyze HRR activity in the cell. The reporter consists of two tandem mutated GFP genes with one being a full-length GFP mutated to contain an I-SceI site and the other being a 5′ and 3′-truncated GFP in the downstream. A single DSB is generated in the upstream GFP gene by ectopically expressed I-Scel and can be repaired by HR with the downstream truncated GFP as the template, which results in the formation of functional GFP gene and thus GFP-positive cells. Therefore, the percentage of GFP-positive cells reflects the cellular capability to carry out HRR. We performed this assay in 293 T cells because of the high efficiency at which they can be transfected. As shown in Fig. 5c, the percentage of GFP-positive cells is lowest in 293 T cells expressing SRSF3si2, indicating impaired HRR in these cells. Although 293 T cells expressing SRSF3si1 also had lower percentage of GFP-positive cells than control cells, the difference between two was not statistically significant. These results correspond well to the changes of γ-H2AX shown in Fig. 5a and b.

### Expression of siRNA-resistant SRSF3 offsets the effects of knockdown of endogenous SRSF3

To further establish the role of SRSF3 in the regulation of HRR gene expression, we conducted rescue study to determine whether siRNA-resistant SRSF3 could offset the effects of knockdown of endogenous SRSF3 in the A2780/SRSF3si2 cells. We made three silent mutations in the coding region of SRSF3 that was targeted by SRSF3 siRNA2, as shown in Fig. 6a. The mutated entire coding sequence with HA tag fused to the N-terminus (HA-mutSRSF3) was then cloned into the lentiviral vector pLVTHM [33] under the direction of EF-1α promoter, as shown in Fig. 6b. pLVTHM was also the vector we used to express the SRSF3 siRNAs and the luciferase siRNA in the cell [16]. The expression of HA-mutSRSF3, like the expression of siRNAs, was Doxy-inducible in the cells expressing regulatory fusion protein tTR/KRAB, which is a hybrid of the tetracycline repressor (tTR) and KRAB domain of human Knox1 protein [33]. We infected A2780/SRSF3si2 cells using the lentiviruses carrying HA-mutSRSF3 expression cassette and obtained a new cell culture (A2780/SRSF3si2/mutSRSF3), which demonstrated Doxy-induced expression of HA-mutSRSF3 and simultaneous suppression of endogenous SRSF3, as shown in Fig. 6c. With these cells we observed that Doxy treatment caused little changes in the expression of HRR-related genes BRCA1, BRIP1 and RAD51, indicating that the expression of HA-mutSRSF3 offset the effects of knockdown of endogenous SRSF3 (Fig. 6c). In accordance with unchanged expression of HRR-related genes, the expression of γ-H2AX was not increased after Doxy treatment in these cells (Fig. 6c), indicating that HA-mutSRSF3 rescued DNA damages caused by knockdown of endogenous SRSF3. Further, we found that HA-mutSRSF3 also prevented SRSF3 knockdown-induced apoptosis, as shown in Fig. 6d. Taken together, these rescue experiments provide additional evidence to support a role of SRSF3 in the regulation of HRR and cell survival.

**Fig. 6:**
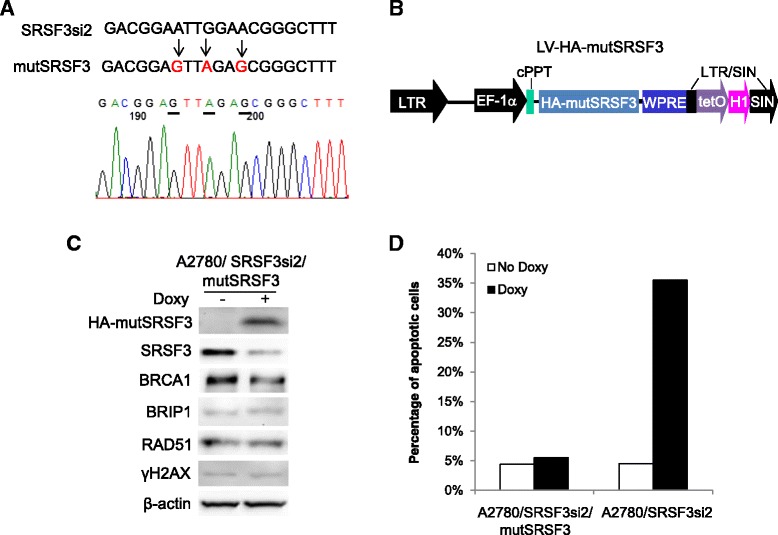
Expression of siRNA-resistant SRSF3 offsets the effects of knockdown of endogenous SRSF3. **a** Mutated coding sequence of SRSF3 that is targeted by SRSF3 siRNA2. Three silent mutations are in red. The sequencing chromatogram confirmed these mutations (indicated by the underlined nucleotides). **b** A diagram of the lentiviral vector expressing Doxy-induced HA-mutSRSF3. **c** Western blotting results. **d** Percentage of apoptotic cells

### Knockdown of SRSF3 changes splicing pattern of lysine-specific methyltransferase 2C (KMT2C, also known as MLL3) and decreases methylated histone H3 lysine 4 (H3K4)

KMT2C is a H3K4-specific histone methyltransferase, catalyzing H3K4 monomethylation [34, 35]. 

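KMT2C, which encodes a methyltransferase of histone H3 lysine 4 and is also called MLL3, was higher with Doxy in most of its probe sets. Its gene value rose from 6.58 ± 0.09 to 7.53 ± 0.24 on the log2 scale (SD, n = 2 arrays each), a difference of 0.96 (standard error 0.19, adjusted p = 0.0284 from limma). Of its 87 probe sets, which are not independent, 75 were higher in both Doxy arrays than in both No Doxy arrays (16.7% by chance) and 84 had a difference above 0. The differences ran from -0.21 to 2.55 with a median of 0.98, and the largest was that of probe set 3080055, which went from 4.02 ± 0.10 to 6.56 ± 0.89. The probe sets did not pass diffSplice's test of unequal change (adjusted p = 0.573), nor the model of Table S2 (0.118).

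Of 12 measured genes of H3K4 methyltransferase complexes, KMT2C and NCOA6 rose and 0 fell (2 and 0 when adjusted over the list alone), and the list did not pass (median 0.12, camera adjusted p = 0.516). NCOA6, a subunit of the KMT2C complex, rose by 0.98 (standard error 0.17, adjusted p = 0.0204), with unequal change among its probe sets. Of 4 H3K4 demethylase genes, KDM5C rose by 0.93 (standard error 0.20, adjusted p = 0.0314) and 0 fell (1 and 0 over the list alone; median 0.10, camera adjusted p = 0.539). With the arrays centred, the medians of both lists turned below 0, to -0.04 and -0.06, and without Doxy replicate 2 that of the methyltransferase list was -0.09. The KMT2C call ended with the median of its probe sets (0.91, adjusted p = 0.118), without No Doxy replicate 1 (0.89, adjusted p = 0.171), without No Doxy replicate 2 (1.02, adjusted p = 0.174), without Doxy replicate 2 (0.79, adjusted p = 0.126) and with the methods' t-test (adjusted p = 0.336), and its adjusted p lay between 0.0153 and 0.336 over the alternatives that did not group the arrays by replicate number. The calls of NCOA6 and KDM5C also ended without Doxy replicate 2, without either No Doxy array and with the methods' t-test, and that of KDM5C with the median of probe sets, with Tukey's median polish and with dim probe sets left out. Where the probe sets of KMT2C lie in its exons was not analysed here.

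**Figure D3:**
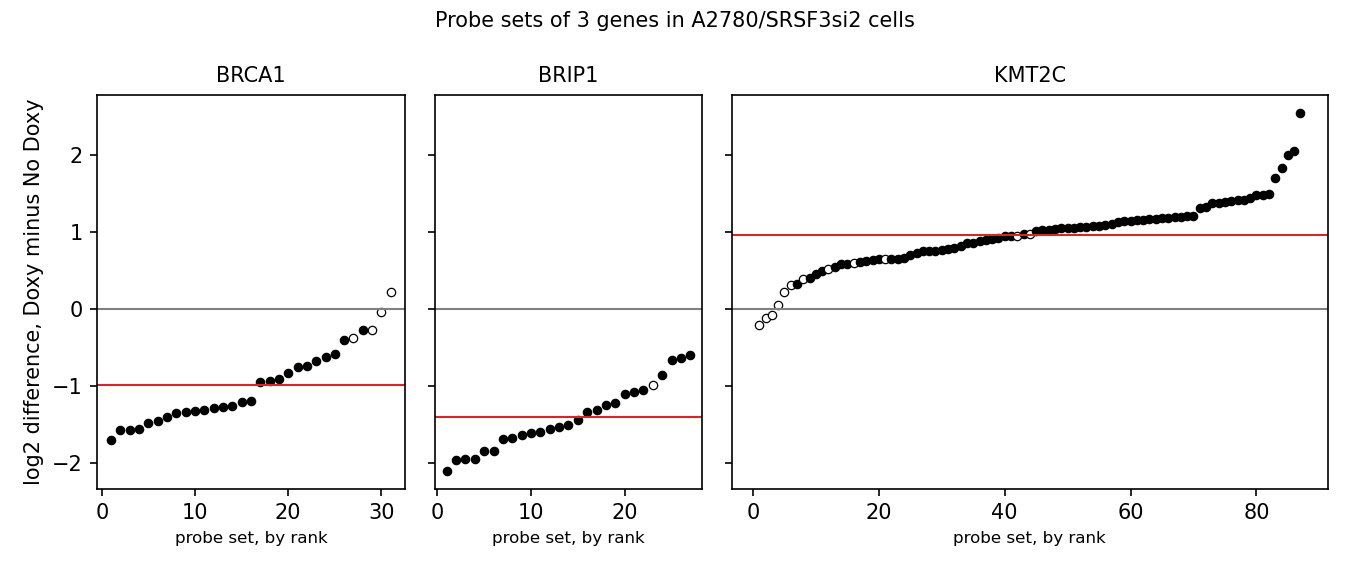
Ranked log2 differences, Doxy minus No Doxy (2 arrays each), of the probe sets of BRCA1, BRIP1 and KMT2C. Filled points are probe sets whose Doxy and No Doxy arrays do not overlap, open points are the others and the red line is the difference of the gene value. Nearly all probe sets of BRCA1 and BRIP1 lie below 0 and 84 of the 87 of KMT2C lie above 0.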

Our exon microarray analysis found that KMT2C expression was upregulated in SRSF3-knockdown cells (Additional file 1: Table S1). According to Ensembl database, two large protein variants could be generated from this gene with one being 4911 amino acids long and the other 4968 amino acids long, depending on whether exon 45 is included. In an attempt to validate the microarray finding, we amplified the region of KMT2C cDNA spanning exon 44 to exon 46 from the samples of A2780 subline cells treated with or without Doxy. As shown in Fig. 7a, the amplification generated more DNA fragments than expected 2 DNA bands. More interestingly, SRSF3 knockdown changed the expression pattern of these fragments. Amplicon sequencing of the PCR products from A2780/SRSF3si2 cells revealed that the extra fragments were derived from the use of an alternative 3′ splice site (alt 3′ SS) within exon 46, which is located 72 nucleotides downstream of 3′ SS of exon 46. Knockdown of SRSF3 increased the use of the alt 3′ SS, resulting in substantial upregulation of splice variants (represented by bands 2 and 4 in the image of Fig. 7a) which had the 5′ portion of exon 46 (i.e. 46a in the Fig. 7a) skipped and downregulation of splice variants (represented by bands 1 and 3 in the image of Fig. 7a) containing the whole exon 46. Given the molecular function of KMT2C in H3K4 methylation, we wondered whether altered splicing of KMT2C was accompanied by any changes in H3K4 methylation. Therefore, we examined monomethylated H3K4 (H3K4me1) and trimethylated H3K4 (H3K4me3) in A2780/SRSF3si2 and the control A2780/LUCsi cells. As shown in Fig. 7b and c, H3K4me1 and H3K4me3, especially the latter, were decreased in Doxy-treated A2780/SRSF3si2 cells but not in Doxy-treated control cells. In contrast, trimethylated H3K9 and H3K27 were basically unchanged in Doxy-treated cells. H3K4me1 and H3K4me3 have been associated with active transcription [34] while H3K9me3 and H3K27me3 have been linked to gene repression [36]. Whether the downregulation of BRCA1, BRIP1 and RAD51after SRSF3 knockdown can be ascribed to the reduction of methylated H3K4 requires more investigation to determine.

**Fig. 7:**
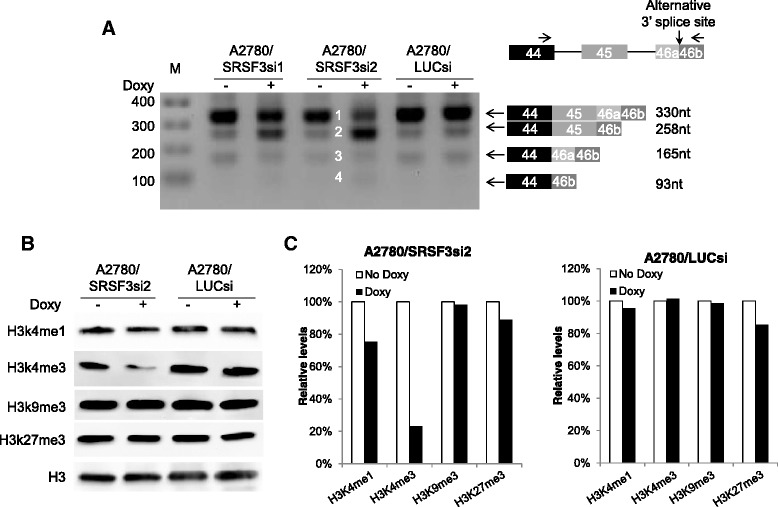
Knockdown of SRSF3 changes splicing pattern of KMT2C and decreases methylated H3K4. **a** RT-PCR of KMT2C transctipts between exon 44 and exon 46. The numbers in the middle of the image indicate the DNA bands. The diagram of the alternative splicing events is shown on the right. The right and left arrows over exons 44 and 46 represent the primer pair used for PCR. **b** Detection of monomethylated H3K4 and trimethylated H3K4, H3K9 and H3K27 by western blotting. Unmodified histone H3 was a loading control. **c** Quantitation of western blotting results in (**b**). The levels of modified H3 were first normalized to the levels of unmodified H3 and then the relative levels of modified H3 were calculated using the samples without Doxy treatment as the references

**Fig. 8:**
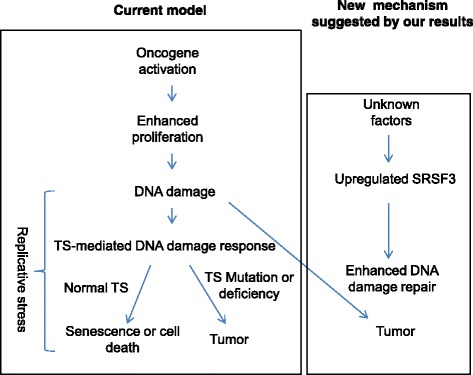
Current model and the new one suggested by the results of this study to explain neoplastic transformation. TS: Tumor suppressor

## Discussion

In this report, we present data showing that knockdown of SRSF3 results in downregulation of BRCA1, BRIP1 and RAD51 expression and causes impaired HRR activity. These results suggest a novel role for SRSF3 in the regulation of HRR pathway.

HRR is a major mechanism to repair DSBs, which are the most deleterious form of DNA damage and can be generated by exogenous insults as well as endogenous factors [37]. In dividing cells like cancer cells, DSBs are mainly caused by endogenous factors (endogenous DSBs, EDSBs), such as reactive oxygen species (ROS) and replication stress [37], and can be induced by activated oncogenes [38–41]. It was estimated that EDSBs were produced at the rate of ~50 per cell per cell cycle in the normal human cells [42]. In cancer cells, this rate could be higher because of the effects of increased oncogene activity. DSBs are repaired primarily by two mechanisms: non-homologous end-joining (NHEJ) and HRR [43, 23]. NHEJ repairs DSBs by promoting direct ligation of DNA ends, which frequently introduces insertions, deletions, substitutions and even chromosome rearrangements. In contrast, HRR repairs DSBs faithfully by using homologous sister chromatids as the template to guide the repairing process and thus playing a pivotal role in the maintenance of genomic stability [43, 23]. HRR involves following steps: DSB recognition, damage signal transduction and break repair by HR [23]. The six downregulated genes shown in Fig. 1c all have a role or roles in this repair pathway [22, 23, 44]. For example, BRCA1 helps to direct the cell to choose HRR over NHEJ to repair DSBs during S and G2 phase [44]. BRCA1 is also required for the recruitment of RAD51to the damage sites [45], which is necessary for homology search and subsequent strand exchange with intact sister chromatid duplex DNA [23].

If DSBs are left unrepaired or aberrantly repaired, the outcome would be cell death or genomic instability. Although genomic instability is a characteristic of most cancers and is believed to facilitate the development of permanent oncogenic changes in the genome [46], there is no evidence suggesting that cancer cells could tolerate continuous DNA damage generation after generation. On the contrary, a relatively stable genome is essential for any cell, normal or tumor, to grow and survive [47], and it is cancer cell’s reliance on a stable genome that makes DNA-damaging agents to be effective in cancer treatment.

Given the more frequent occurrence of spontaneous DSBs in cancer cells and the importance of a relatively stable genome for cell growth and survival, it is logical that cancer cells need upregulated HRR activity to keep their genomes from continuous alterations. Otherwise, accumulated DSBs or genomic alterations would eventually lead to cell death. The new role of SRSF3 in the regulation of HRR pathway provides a mechanism for cancer cells to meet this need. Therefore, it is no wonder that almost all invasive ovarian tumors that we examined overexpressed SRSF3 and knockdown of SRSF3 induced growth inhibition and cell death [16]. Analysis of the serous ovarian cancer microarray dataset from The Cancer Genome Atlas project shows that SRSF3, BRCA1, RAD51, XRCC2 and BLM are upregulated in tumors compared to normal ovaries, as shown in Additional file 3: Figure S7, supporting the notion that tumor cells need enhanced HRR activity.

The new role of SRSF3 discovered in this study also suggests a new paradigm to understand the tumorigenic process. It is widely accepted that activated oncogenes are a driving force of tumorigenesis [48, 49]. However, they alone cannot cause cancer. Instead, activated oncogenes induce senescence or cell death in normal and partially transformed cells due to their induction of DNA damage and DNA damage response (DDR) [49, 40]. According to current tumorigenic model, after oncogene activation, further genetic or epigenetic changes in tumor suppressor genes are needed to overcome replicative stress and make tumorigenesis proceed (Fig. 8, left panel) [48, 49]. Our observation suggests that there exist another mechanism to promote tumorigenesis. That is, during neoplastic transformation, which could be initiated by oncogene activation, SRSF3 is upregulated by presently unknown factor(s) and confers cells enhanced capability to carry out HRR and thus allows cells to bypass replicative stress and complete transformation process (Fig. 8, right panel). This new mechanism may explain not only the development of tumors that lack mutations or alterations in tumor suppressors involved in DNA damage repair and response but also the overexpression of RAD51 found in a wide variety of human tumors, including BRCA1-deficient ones [50, 51]. Overexpression of RAD51 can rescue the defects caused by depletion of BRCA1 and thus may contribute to the genesis of BRCA1-deficient tumors [51].

Finally, the results shown in Fig. 7 provide a clue to understand the molecular mechanisms behind the new role of SRSF3. Based on those results, we hypothesize that SRSF3 regulates the expression of HRR-related genes indirectly through an epigenetic pathway. That is, SRSF3 controls alternative splicing of KMT2C, whose splice variants determine the methylation status of H3K4, by which the transcriptional activities of HRR-related genes are set. To test the hypothesis, more work will be needed to establish causal relationships between the changed alternative splicing of KMT2C and reduced methylated H3K4 and between reduced H3K4me3 and suppressed expression of HRR-related genes.

## Conclusions

Our results indicate that SRSF3 is a regulator of HRR process, which possibly regulates the expression of HRR-related genes indirectly through an epigenetic pathway. This novel function explains why overexpression of SRSF3 is required for ovarian cancer cell growth and survival but also offers a new insight into the mechanism of the neoplastic transformation.

## Methods

### Cell cultures

Ovarian cancer cell line A2780 sublines, A2780/SRSF3si1, A2780/SRSF3si2 and A2780/LUCsi, were established in our previous study [16]. These sublines were grown in DMEM supplemented with 10 % FBS and 2 mM L-glutamine at 37 °C, 5 % CO_2_. 293 T cells were purchased from the American Type Culture Collection (ATCC) and grown in the same media as A2780 sublines.

### Microarray analysis

Total RNAs were extracted from A2780/SRSF3si2 cells grown in the presence or absence of Doxy (0.1μg/ml) for 3 days using TRIzol reagent (Life Technologies, Grand Island, NY) and treated with TURBO DNA-free kit (Life Technologies). The prepared total RNA samples were submitted to Asuragen (Austin, TX) for expression profiling by Affymetrix Human Exon 1.0 ST Array (Affymetrix, Santa Clara, CA). The microarray data were analyzed using Partek Genomics Suite Version 6.6 (Partek, St. Louis, MO) to determine the differentially expressed or spliced genes. Gene ontology analysis was performed also using Partek Genomics Suite Version 6.6.

### RT-PCR and qPCR

Total RNAs were extracted with TRIzol reagent from cultured cells and treated with TURBO DNA-free kit. cDNAs were synthesized from 2 μg of total RNAs with High Capacity cDNA Reverse Transcription Kit (Life Technologies). Non-quantitative RT-PCR reactions were set up with Phusion Green Hot Start II High-Fidelity DNA Polymerase (Thermo Fisher Scientific, Waltham, MA). qPCRs were set up with Fast SYBR Green Master Mix (Life Technologies) and run in StepOne Plus Real-Time PCR System (Life Technologies). The primer pairs for RT-PCR and qPCR were the same for each gene and they are BRCA1 prime pair 5′-ACTCTGAGGACAAAGCAGCG-3′ and 5′- CATCCCTGGTTCCTTGAGGG-3′, BRIP1 primer pair 5′- CGCTTTAGGAATAACCCAAGT-3′ and 5′- CTCATTGTCCTGTATATTGGTT-3′, RAD51 primer pair 5′- TTTGGCCCACAACCCATT TC-3′ and 5′- TTAGCTCCTTCTTTGGCGCA-3′, SRSF3 primer pair 5'-AATTGGAACGGGCTTTTGGC-3' and 5'-CCATCTAGCTCTCGGACTGC-3', and GAPDH primer pair 5′-GGGGCTGGCATTGCCCTCAA-3′ and 5′-GGCTGGTGGTCCAGGGGTCT-3′. The expression level of each gene was determined by the comparative CT (ΔΔCT) method [52] with GAPDH as the endogenous control and the subline A2780/LUCsi cells grown in the absence of Doxy as the reference. The primer pair for amplification of KMT2C cDNA between exon 44 and exon 46 was 5′-AGCACTGACACGTTTACCCA-3′ and 5′- AAGCCGGAGTGTTAGTGAGC-3′.

### Western blotting

Whole cell lysates were prepared with 1x sample buffer (50 mM Tris pH 6.8, 2 % SDS, 10 % glycerol, 5 % β-mecaptoethanol and 0.002 % bromphenol blue) and sonicated with Sonifier Cell Disrupters (Branson Ultrasonics, Buffalo Grove, IL). Western blotting was performed as described previously [53]. The antibodies for BRCA1, RAD51, SRSF3 and γ-H2AX were purchased from Santa Cruz Biotechnology (Dallas, TX, cat# sc-642, sc-8349, sc-13510 and sc-101696, respectively) and the antibodies for BRIP1 and UPF1 were from Cell Signaling Technology (Danvers, MA; cat# 4578S, 12040S, respectively). Quantitation of western blotting results was performed with Volume Tools program contained in Image Lab software (Bio-Rad Laboratories, Hercules, CA).

### Apoptosis assay

Cells were fixed in 4 % paraformaldehyde for 10 min and then stained in a solution of Hoechst 33342 (Life Technologies) for 15 min. Apoptotic cells and non-apoptotic cells were counted under fluorescent microscope manually with computer assistance.

### ChIP

Chromatin DNAs were isolated from A2780/SRSF3si2 cells treated with or without Doxy for 3 days and immunoprecipitated with ChIP-IT Express Enzymatic kit (Active Motif, Carlsbad, CA) and RNA polymerase II antibody (mAb) (Active Motif, Cat # 39097) or Negative control mouse IgG (Santa Cruz Biotechnology, cat# sc-2762) by following the manufacturer’s instruction. The primer pairs for non-quantitative PCR and qPCR were the same for each gene and they are following: BRCA1 primer pair, 5′-GGACGTTGTCATTAGTTCTTTGGT-3′ and 5′-TCTTCAACGCGAAGAGCAGA-3′; BRIP1 primer pair, 5′-GGGCTCCGCTTTATTTGCTC-3′ and 5′-CAGTTGAGATCCCCGAGACC-3′; RAD51 primer pair, 5′-GCTGGGGCGAAAACACAAG-3′ and 5′-GACTTCTCGCTCGAACCCAT-3′; and GAPDH primer pair, 5′- TACTAGCGGTTTTACGGGCG-3′ and 5′- AGGCTGCGGGCTCAATTTAT-3′. Non-quantitative PCRs and qPCRs were set up as described in 2.2. The immunoprecipitated DNAs were quantitated by standard curve method. The standard curve was generated with input chromatin DNA samples at concentrations of 50 ng, 5 ng, 0.5 ng and 0.05 ng per ul.

### Immunofluorescent staining

A2780/SRSF3si2 cells were grown on poly-L-lysine-coated glass coverslip in the presence or absence of Doxy for 3 days before subjected for staining. The cells were fixed in ice-cold methanol for 10 min followed by air-dry. Afterwards, the cells were blocked in 5 % normal donkey serum (Jackson ImmunoResearch, West Grove, PA) for 1 h before they were incubated with γ-H2AX antibody (Cell signaling Technology, Cat # 9718S, 1:400 dilution) for 1 h and then with Dylight 488-conjugated donkey anti-rabbit IgG (Jackson ImmunoResearch, Cat # 711-485-152, 1:200 dilution) for 45 min. The cells were rinsed in 1xPBS for three times after each incubation step. Finally, the coverslips were mounted on glass slides with VECTASHIELD Mounting Medium containing 4′, 6-Diamidino-2-phenylindole dihydrochloride (DAPI) (Vector Laboratories, Burlingame, CA).

### HR assay

The direct repeat green fluorescent protein (DR-GFP) reporter was used to measure HR activity in 293 T cells with or without SRSF3 knockdown. Briefly, 293 T cells grown in 12-well plate were infected at multiplicity of infection 5 with lentiviruses expressing SRSF3si1, SRSF3si2 or LUCsi for 12 h. Two days after infection, these cells were co-transfected with plasmids pDRGFP, pCBASceI (Addgene, Cambridge, MA) and pmCherry-N1 (Clontech Laboratories, Mountain View, CA) by calcium phosphate precipitation method [54]. The transfected cells were subjected to flow cytometric analysis for GFP-positive and mCherry-positive cells two days after transfection. The percentages of GFP-positive cells were normalized to the percentages of mCherry-positive cells before comparison.

### Statistical analysis

Unless otherwise stated, Student’s *t*-test was used in comparisons between samples. All tests were two-sided and p-values < 0.05 were considered significant.

### Accession numbers

The microarray data reported in this paper were deposited in Gene Expression Omnibus (GEO) database. The accession number is GSE71745.

## Additional files

Additional file 1: Table S1. Expression-altered genes in SRSF3-knockdown cells. (XLSX 120 kb) Additional file 2: Table S2. Splicing-altered genes in SRSF3-knopckdown cells. (XLSX 164 kb) Additional file 3: Figure S1-S7. Supplementary data.

## Abbreviations

BRCA1: Breast cancer 1, early onset
BRIP1: BRCA1 interacting protein C-terminal helicase 1
ChIP: Chromatin immunoprecipitation
DAPI: 4′, 6-Diamidino-2-phenylindole dihydrochloride
Doxy: Doxycycline
DR-GFP: The direct repeat green fluorescent protein
DSB: DNA double-strand break
γ-H2AX: Phosphorylated histone H2AX
H3K4: Histone H3 lysine 4
H3K9: Histone H3 lysine 9
H3K27: Histone H3 lysine 27
HR: Homologous recombination
HRR: HR-mediated DNA damage repair
KMT2C: Lysine-specific methyltransferase 2C
LUCsi: Firefly luciferase siRNA
Neg IgG: Negative control IgG
NMD: Nonsense-mediated mRNA decay
PTC: Premature termination codons
qPCR: Quantitative RT-PCR
RAD51: RAD51 recombinase
RNApII: RNA polymerase II
RT-PCR: Reverse transcription PCR
SRSF3: Serine/arginine-rich splicing factor 3
SRSF3si1: SRSF3 siRNA1
SRSF3si2: SRSF3 siRNA2
TSS: Transcription start site
UPF: Up-frameshift
UPFsi: UPF1 siRNA

# Supplementary material for: Serine/arginine-rich splicing factor 3 (SRSF3) regulates homologous recombination-mediated DNA repair
**Source:** Mol Cancer. 2015 Aug 19;14:158. doi: 10.1186/s12943-015-0422-1
**Supplement:** Additional file 3: Figure S1-S7. — Supplementary data.

## Slide 1

Figure s1
Sterol metabolic process
A
B
| Sterol Biosynthetic process | |
| --- | --- |
| Gene Symbol | Fold Changes (Doxy vs No Doxy) |
| HMGCS1 | 9.75577 |
| FDPS | 8.18947 |
| SQLE | 6.96498 |
| DHCR7 | 6.60546 |
| MSMO1 | 4.95866 |
| NSDHL | 4.69279 |
| SC5DL | 4.38193 |
| HMGCR | 4.14524 |
| EBP | 4.04497 |
| CYP51A1 | 3.99839 |
| MVK | 3.83421 |
| LSS | 3.8029 |
| C14orf1 | 3.752 |
| MVD | 3.28197 |
| INSIG1 | 3.24504 |
| IDI1 | 2.58161 |
Fig s1. Genes involved in sterol biosynthetic process are enriched among expression-altered genes in SRSF3-knockdown cells. (A) Bar chart of enrichment scores under the term of sterol metabolic process generated by gene ontology analysis. (B) List of genes involved in sterol biosynthetic process.

## Slide 2

Figure s2
B
| Protein Polyubiquitination | | |
| --- | --- | --- |
| Gene Symbol | alt-splicing p-value | Fold Changes in Overall Expression (Doxy vs No Doxy) |
| RBCK1 | 5.71E-07 | -1.67754 |
| TRIM5 | 1.26E-06 | -2.04404 |
| NPEPPS | 2.02E-06 | -1.21848 |
| RNF41 | 3.17E-06 | -1.37914 |
| PSMA1 | 9.64E-06 | -1.96072 |
| TNKS2 | 5.09E-05 | -1.67318 |
| RNF216 | 0.000154538 | -1.59439 |
| FBXO22 | 0.000199095 | 1.62233 |
| HDAC6 | 0.000254914 | -1.18139 |
| NEDD4L | 0.000309528 | -1.04244 |
| PSMD1 | 0.000330827 | -1.63482 |
| PSME4 | 0.000419913 | -1.33175 |
| PSMD3 | 0.000443654 | -2.05309 |
| UBOX5 | 0.000547437 | -1.37428 |
| UBE2D3 | 0.00056497 | -1.75027 |
| RNF6 | 0.000568802 | -2.01585 |
| LRSAM1 | 0.000578335 | -1.76437 |
| PPIL2 | 0.000638801 | 1.09304 |
| UBE2D1 | 0.000966032 | 1.02557 |
| PSMA4 | 0.00114724 | -1.82379 |
| SASH1 | 0.00136848 | -1.66468 |
| UBE2H | 0.00167144 | -1.4299 |
| MARCH6 | 0.00196751 | 1.10453 |
| UBE2G1 | 0.00228073 | -1.25801 |
A
Protein ubiquitination
Fig s2. Genes related to protein ubiquitination are enriched among splicing-altered genes in SRSF3-knockdown cells. (A) Bar chart of enrichment scores under the term of protein ubiquitination generated by gene ontology analysis. (B) List of genes involved in protein polyubiquitination.

## Slide 3

Figure s3
B
A
A2780/
 LUCsi
 A2780/
SRSF3si2
 A2780/
SRSF3si1
Doxy + - + - + -
XRCC2
RAD54B
BLM
GAPDH
| Fold changes between cells treated with and without Doxy determined by qPCR | | | |
| --- | --- | --- | --- |
| Gene | SRSF3si1 | SRSF3si2 | LUCsi |
| XRCC2 | -3.11 | -8.24 | 1.02 |
| RAD54B | -3.67 | -6.42 | 1.09 |
| BLM | -2.96 | -5.68 | 1.57 |
Figure s3 – Confirmation of the downregulation of XRCC2, RAD54B and BLM after SRSF3 knockdown. (A) Regular RT-PCR results. (B) qPCR results.

## Slide 4

Figure s4
A
B
SKOV3/LUCsi
SKOV3/
SRSF3si1
SKOV3/
SRSF3si2
Doxy + - + - + -
BRCA1
BRIP1
RAD51
GAPDH
SKOV3/
SRSF3si2
SKOV3/ LUCsi
SKOV3/
SRSF3si1
Doxy + - + - + -
BRCA1
BRIP1
RAD51
β-actin
Figure s4 - Knockdown of SRSF3 suppresses the expression of BRCA1, BRIP1 and RAD51 in SKOV3 cells. The SKOV3 subline cells, SKOV3/SRSF3si1, SKOV3/SRSF3si2 and SKOV3/LUCsi, were grown in the presence or absence of Doxy for three days before total RNAs were extracted or whole cell lysates were prepared. (A) Regular RT-PCR results. (B) Western blotting results

## Slide 5

A
 RNPII Neg IgG Input
Doxy - + - + - +
BRCA1
BRIP1
RAD51
GAPDH
Figure s5
B
### Chart: BRCA1
| Category | | |
|---|---|---|
| No Doxy | 0.696154238421544 | 0.0593651133752296 |
| Doxy | 0.201264326798217 | 0.0454215633333 |
### Chart: BRIP1
| Category | | |
|---|---|---|
| No Doxy | 2.30363257256724 | 0.0573487032451267 |
| Doxy | 0.552456775394198 | 0.0523467124527341 |
### Chart: RAD51
| Category | | |
|---|---|---|
| No Doxy | 1.90134816412457 | 0.0257345257213457 |
| Doxy | 0.3392174842381 | 0.0241056447712348 |
### Chart: GAPDH
| Category | | |
|---|---|---|
| No Doxy | 6.45134529371547 | 0.078294156788823 |
| Doxy | 6.3925315676743 | 0.146173942802135 |**
**
**
Figure s5 - Knockdown of SRSF3 reduces RNApII occupancy on BRCA1, BRIP1 and RAD51 genes. Shown are the ChIP results in the region of 10 to 14 kb downstream of transcription start site. The primer pairs for PCR are following: For BRCA1, 5’-TCAGTGAAAGCAAACTGCAAGC-3’ and 5’-ACCCTTAGAAGGGGGAATGC-3’; for BRIP1, 5’-TGGGTCATGTGACAGCCATAA-3’ and 5’-CCATGCAGTTTCACTTGAACGA-3’; for RAD51, 5’-CTTTCTGATGAGCTCCAAGAACAT-3’ and 5’-TCTGGGTCTTCCCAGTTCGG-3’, and for GAPDH, 5’-TTATTCTAGGGTCTGGGGCAGAG-3’ and 5’-AAATGGTTCTCGAAGCAAGCAAG-3’. (A) Regular PCR amplification of immunoprecipitated chromatin DNAs. (B) qPCR analysis of immunoprecipitated chromatin DNAs. Shown are immunoprecipitated DNAs expressed as percentages of corresponding input DNAs (mean ± s.d, n=3). ** indicates p<0.01 for comparisons of RNApII occupancy between samples treated with and without Doxy.

## Slide 6

Figure s6
Days after Doxy treatment
0 1 2 3 4 5
γ-H2AX
β-actin
Figure s6 –Time course of γ-H2AX in A2780/SRSF3si2 cells treated with Doxy. Day 0 represents cells that were not treated with Doxy.

## Slide 7

Figure s7
Comparison of Selected Genes in TCGA Ovarian
Over-expression in Ovarian Serous Cystadenocarcinoma vs. Normal
log2 median-centered intensity
Legend
TCGA Ovarian
1. Ovary (8) 2. Ovarian Serous Cystadenocarcinoma (586)
| No Associated Paper 2013/06/03 | 594 samples |
| --- | --- |
| mRNA | 12,624 measured genes |
| Human Genome U133A Array | |
Note: Colors are z-score normalized to depict relative values within rows. They cannot be used to compare values between rows.
© 2013 Life Technologies Corporation. All rights reserved. Images from the Oncomine™ Platform may be used in publications with proper citation. The citation is as follows: The Oncomine™ Platform (Life Technologies, Ann Arbor, MI) was used for analysis and visualization. For further information, refer to the terms of use.
Oncomine Source: https://www.oncomine.com/resource/main.html#a:1974;ac:2968,1974;cso:sizeSmallLarge;cv:detail;d:111287677;dso:geneOverex;dt:predefinedClass;ec:[2,1,5];epv:108715,1355,150001.151078,1627.1768,3508,923;et:over;f:555123;g:25788;gdt:mrna;p:200001355;pg:1;pvf:1459,3445,5852,5989,6019,32898,32905,34860,39561,150004;scr:datasets;ss:analysis;th:g100.0,p0.001,fc1.5;v:18
Figure s7 - Analysis of ovarian serous cystadenocarcinoma microarray data from TCGA project. The analysis was conducted online using Oncomine program.

How the deposited data were processed for this re-analysis (not part of the article)

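Gene expression and splicing were compared between A2780/SRSF3si2 cells grown with 0.1 μg/ml Doxy for 3 days and the same cells grown without Doxy, with 2 Affymetrix human exon arrays in each group. Array groups were taken from the sample labels, and every array was used. The authors made the log2 values before deposit by the RMA method in Affymetrix Expression Console on core exon probe sets. Its version, its options and the genome build are not given in the sources used here. The paper's own lists were made with Partek 6.6. Each column held log2 values, with no value below 0, and the array medians still differed, so that centring and quantile normalization were tried as alternatives.

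Probe sets that the annotation pairs with 1 gene symbol were used, and those with several symbols or none were left out. Of 16941 symbols, 14546 were current in the RefSeq gene table of GRCh38.p14, 2276 were updated by it and 119 were kept as listed. Names alone were taken from that table. A gene value is the mean of the gene's probe sets in an array, for genes with at least 2 probe sets. Expression was tested by limma 3.58.1 in R 4.3.3 with 2 residual degrees of freedom, a prior of 5.95 degrees of freedom and a prior variance of 0.0382. Genes are called at a Benjamini-Hochberg adjusted p under 0.05. The thresholds of the paper, an unadjusted p under 0.05 and an absolute fold change over 2, were applied to the same fits. Splicing was tested by limma's diffSplice, an F test of the interaction of probe set and condition in each gene, at the same adjusted p. For each named splicing gene the probe set with the largest difference from the others is given. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

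Gene lists were tested by limma's camera at a preset correlation between genes of 0.01, with Benjamini-Hochberg adjustment over 31 lists. The lists were written from general knowledge and cover HRR, Fanconi anemia, nonhomologous end joining, mismatch, nucleotide excision and base excision repair. They also cover sterol biosynthesis, SREBP regulation and sterol uptake, fatty acid synthesis, SR and SR-like splicing factors, G1/S and DNA replication, G2/M, p53 targets, the ER unfolded protein response, ATF4 targets and interferon-stimulated genes. The others are nonsense-mediated decay (NMD) factors, proteasome subunits, ubiquitin-conjugating enzymes, H3K4 methyltransferase complexes, H3K4 demethylases, apoptosis regulators, lysosome and autophagy, ribosomal proteins, mitochondrial translation, and markers of leukocytes, fibroblasts and endothelium. A further 3 lists are the genes of Fig. 1c, Fig. S1 and Fig. S2. Enrichment of splicing calls in a list was tested by Fisher's exact test. Intervals of the HRR median are 95% bootstrap intervals over genes from 10000 draws. List members without a gene value were not analysed here.

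Named genes are SRSF3, the genes the paper's text names as measured, the genes of Fig. 1c, Fig. S1 and Fig. S2, and the 10 genes of each direction with the largest difference. Those 10 were taken among called genes with at least 4 probe sets and no overlap between Doxy and No Doxy arrays. Up to 4 members of each list with the smallest p and the 10 genes with the smallest splicing p were named too. The values of the paper's tables and figures had been seen when this rule was written.

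The rule, the lists and most alternatives were set before the data were examined. The alternatives were the median of probe sets and Tukey's median polish as gene values, leaving out the dimmest 25% of probe sets, at least 1 or 5 probe sets per gene, centred arrays and quantile normalization. They also were limma with a trended and robust prior, a replicate block, the methods' t-test with equal variances, each array left out, camera with an estimated correlation and fry. For splicing they were diffSplice's Simes test, the model of Table S2 (condition, probe set, array within condition and their interaction) and genes under 2-fold. Chosen after seeing the data were a splicing test with a variance of its own for each probe set, and leaving out each array for the lists other than HRR and sterol biosynthesis. With 1 array left in a group, that array is assumed to vary like the others.

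The replicate numbers are not described as pairs, and the deviations of equally numbered arrays correlated across genes with r = 0.127 over 2 pairs, so pairing is not established. On simulated arrays of this size limma found 16 of 100 genes changed by 1 on the log2 scale and 95 of 100 changed by 2, with 8 unchanged genes called. The model of Table S2 found 17 of 100 genes with 1 probe set changed by 2 and 53 of 100 changed by 3, with 363 unchanged genes called. Groups of 2 arrays were too small for counts over other splits. Raw intensities, array positions in exons, the PCR and the western blots were not analysed here.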

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

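The tests of an array-wide shift, the bootstrap intervals, the tests of HRR genes against replication genes and of the gene lists below without single arrays were chosen after the results were seen. The 6 gene lists below passed camera at the preset correlation, and the paper does not report on them as groups in these arrays. It mentions G1/S genes from earlier work in other cells, Fig. S1 holds INSIG1 of the SREBP list, and Fig. S2 holds the proteasome genes PSMA1, PSMA4, PSMD1, PSMD3 and PSME4. With an estimated correlation 0 of the 31 lists passed (smallest adjusted p = 0.990), and with the directional test of limma's fry 0 passed (smallest adjusted p = 0.181). Camera with an estimated correlation gave an unadjusted p of 0.120 even for sterol biosynthesis, where all 19 differences lay above 0. With 2 arrays a group it could hardly pass a list, so it does not tell the lists apart. For the 6 lists below the estimate ran from 0.10 (SREBP regulation and sterol uptake) to 0.97 (G2/M), against the preset 0.01. Where genes move together that much, the p at the preset correlation may be much too small. Fry's mixed test, which ignores direction, passed 22 lists (smallest adjusted p = 0.00149). At the preset correlation 12 lists passed, and all 12 also did with centred arrays and with quantile normalization.

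Lysosome and autophagy genes rose with Doxy. Of 23 measured genes 13 rose and 0 fell (16 and 0 over the list alone), all 23 had a difference above 0, and the median was 0.79 (camera adjusted p = 2.27e-09). Besides ATP6V1D they include NBR1, an autophagy receptor gene (1.44), CTSA, the cathepsin A gene (1.31), and ATP6V1E1, another subunit of the proton pump (1.19). Without each array in turn the adjusted p was 1.1e-08 to 1.4e-07.

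Of 34 proteasome subunit genes 7 rose and 0 fell (17 and 0 over the list alone), with a median of 0.57 (camera adjusted p = 7.49e-06). PSMC1, a base ATPase gene, rose by 1.38, PSMD6 by 1.16 and PSMC6 by 1.04. Without each array in turn the adjusted p was 3.5e-08 to 0.00230 and the median 0.33, without Doxy replicate 2, to 0.76, without Doxy replicate 1.

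Of 12 genes of SREBP regulation and sterol uptake 3 rose and 0 fell (4 and 0 over the list alone), with a median of 0.29 (camera adjusted p = 0.0284). They were INSIG1, NPC1, a cholesterol transporter gene (1.28), and SREBF2, which encodes the regulator of sterol genes (0.98). The list did not pass without No Doxy replicate 1 (adjusted p = 0.0665) or without Doxy replicate 1 (0.0674).

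Of 42 genes of G1/S and DNA replication 5 fell and 0 rose (5 and 0 over the list alone), with a median of -0.43 (camera adjusted p = 2.90e-08). They were POLD2, a DNA polymerase delta subunit gene (-1.56), the origin recognition gene ORC6 (-1.35), the phosphatase gene CDC25A (-1.22), the replicative helicase gene CDC45 (-1.04) and POLA1 (-1.06). All 42 were lower in Doxy replicate 1 than in Doxy replicate 2, and without Doxy replicate 1 the median was -0.08 (adjusted p = 0.0506) and without Doxy replicate 2 it was -0.85. Of 25 G2/M genes limma called 0, over all genes or the list alone, and the median was -0.67 (camera adjusted p = 2.62e-05). All 25 were lower in Doxy replicate 1 than in Doxy replicate 2, and without Doxy replicate 1 the median was -0.02 (adjusted p = 0.427), without Doxy replicate 2 -1.35 and without No Doxy replicate 2 -0.44.

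Of 64 ribosomal protein genes limma called 0, over all genes or the list alone, and the median was -0.09 (camera adjusted p = 0.00826). Without No Doxy replicate 1 the median was 0.14 (adjusted p = 0.959), and without Doxy replicate 2 the list did not pass either (median -0.05, adjusted p = 0.360). The median was -0.34 without No Doxy replicate 2 and -0.16 without Doxy replicate 1.

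HRR genes were lower with Doxy together with replication genes, and 35 of 38 HRR genes were lower in Doxy replicate 1 than in Doxy replicate 2. Centring moved every difference by -0.16, so the HRR median had to lie further from 0 with centred arrays (-0.60) than with the authors' values. With quantile normalization it was -0.56 (95% bootstrap interval over genes, not over arrays, -0.82 to -0.20). The shift between the array medians thus ran against the fall of HRR genes and does not account for it. A shift that the medians do not show was not tested. Doxy replicate 1 as the whole cause stays open, since the median without it was -0.21 (95% bootstrap interval -0.37 to 0.03; camera adjusted p = 0.00173), beside a bound of -0.2 set for this test and an interval that includes 0. It also stays open that HRR genes may fall as part of a wider fall of replication genes: their mean differed from that of the G1/S list by 0.05 (two-sided permutation p = 0.685 across genes, which are not independent replicates; 0.312 without Doxy replicate 1). Doxy itself and the growth of the cells were not tested with these arrays, while the paper addresses both for HRR genes by PCR or western blotting, in LUCsi cells, with siRNA-resistant SRSF3 and over the days of treatment.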

How the results depend on the processing

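The splicing test with a variance of its own for each probe set and the runs of the other gene lists without single arrays were chosen after seeing the data. Of 162 named genes measured, 93 were called, and in no alternative did a called gene reverse. Leaving out an array could not reverse a called gene, since its Doxy and No Doxy arrays do not overlap. The t-test, the trended prior, the replicate block and the number of probe sets required leave each difference as it was. Only the other gene values, leaving out dim probe sets and the scaling settings could have reversed one. The genes called in expression, 1225, became 240 with the median of probe sets, 764 with Tukey's median polish, 786 with dim probe sets left out, 1873 with centred arrays and 0 with the methods' t-test (2328 at an unadjusted p under 0.05). Where fewer arrays or a test without a shared prior were used, the loss of degrees of freedom is part of the alternative, and for the others the cause was not tested. At the thresholds of the paper 678 genes became 1045 with the median of probe sets and 451 with the methods' t-test, and lay between 577 and 849 in the other settings that kept all arrays.

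SRSF3 passed with centred arrays (-0.67) and with quantile normalization (-0.64), which moved the median difference of all genes by -0.16 and -0.08. KMT2C did not pass with the median of probe sets (0.91, adjusted p = 0.118) or with the methods' t-test (adjusted p = 0.336), and none of the 93 called named genes passed with that test. With the replicate block, which leaves 1 residual degree of freedom, 2421 genes were called in expression, among them all 1225, and 205 in splicing.

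The HRR and the sterol biosynthesis lists kept their camera calls in the gene value, probe set and scaling settings. With an estimated correlation the adjusted p of each was 0.990, and with fry's directional test it was 0.436 for HRR and 0.181 for sterol biosynthesis, and 0 of the 31 lists passed in either.

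Splicing calls, 409, became 892 with the Simes test, 999 with the model of Table S2 and 0 with own variances, which found 0 of 100 simulated genes changed by 3 in 1 probe set. With the model of Table S2 the proteasome subunits passed (Fisher's exact p = 0.000736) and BRCA1 passed (adjusted p = 0.0392, against 0.196, with the replicate block, to 1 in the other settings). Genes called both ways, 127 higher and 27 lower, became 241 and 45 with that model, 71 and 16 with dim probe sets left out and 43 and 13 among genes under 2-fold, and the lower ones 45 with quantile normalization. BRIP1 has no value among genes under 2-fold. The cause was not tested.

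Without single arrays, where the lone array is assumed to vary like the others, genes called in expression numbered 0 (without No Doxy replicate 1 or 2; limma, with 3079 and 2571 at an unadjusted p under 0.05) to 680, and splicing calls 20 to 4013. Genes called both ways numbered 0 to 14 higher and 0 to 1 lower. The KMT2C difference was 0.79 to 1.13. The Fisher's exact p of proteasome subunits among splicing calls was 0.00192 to 1, and the lowest, without No Doxy replicate 1, was a depletion. Of all 31 lists, HRR and sterol biosynthesis among them, 9 to 12 passed, and the ribosomal list, with adjusted p from 2.2e-08 to 0.959, reversed without No Doxy replicate 1 (0.959). On simulated arrays limma found 16 of 100 genes changed by 1 on the log2 scale.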

Differences from the paper's values

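All alternatives named in this part were set before the data were examined. The paper gives 807 genes with altered splicing at an FDR under 0.05, and diffSplice called 409 at the same threshold. The number lay within 1.5 times the paper's under diffSplice's Simes test (892) and the model of Table S2 (999), and did not with dim probe sets left out, at least 5 probe sets, centred arrays, quantile normalization, a replicate block, without each array in turn or among genes under 2-fold. Of the paper's 807 genes 752 were measured here, of which diffSplice called 232 and the model of Table S2 called 424. For 663 of the 752 genes Table S2 lists fewer markers than the probe sets used here, and for 62 the same number. The model was thus not run here on the paper's selection of probe sets.

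For genes lower with Doxy in both lists, Fig. 1a shows about 50 (read by eye), and 13 were found at the thresholds of the paper. The number came within 1.5 times the paper's without No Doxy replicate 1 (44) and in no other alternative. Tables S1 and S2 joined by transcript give 128 genes up and 50 down in both, where Fig. 1a shows about 78 up (read by eye). Of the 687 genes of Table S1 629 were measured, 622 of them in the direction of the table. In that direction 550 were called at limma's adjusted p, and 407 passed at the thresholds of the paper. The differences correlated with those of the table with r = 0.970 across genes, which are not independent replicates. Both rest on the same arrays, so close values are not separate evidence.

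For BRCA1 the paper's log2 fold change is -1.45 and the value here is -0.98. It came within the replicate SD of the paper's with centred arrays (-1.14) and in no other alternative. For CYP51A1 the paper's value is 2.00 and the value here 2.46, and the median of probe sets alone brought it within the spread (2.22). For LSS the paper's value is 1.93 and the value here 1.52, with no difference without Doxy replicate 1 (1.65) alone. For MVD the paper's value is 1.71 and the value here 1.19, with no difference with the median of probe sets (1.29) alone. Of 21 genes compared in this way 4 differed, and 19 were smaller here.

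Of the measured genes of Fig. S2 the paper labels 3 as higher with Doxy, and 19 were higher here, 7 of them called. No alternative removed the difference. Of 22 measured genes 20 had the opposite sign and 2 the same, and FBXO22, UBOX5 and MARCHF6 were lower here. Of the 24 genes of Fig. S2, 23 carry the same number, to within 1e-04, and the same sign as the column of Table S2 that compares NO DOXY with DOXY. On that scale, No Doxy over Doxy, 19 of the 22 are lower here too, against 19 labelled lower in the paper.

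The paper states that all listed HRR genes are downregulated. BRCA1, BRIP1 and XRCC2 were called lower here at an adjusted p under 0.05 from limma, which is not the threshold of the paper. All 5 measured genes had a difference below 0, but BLM (adjusted p = 0.0544) and RAD54B (0.0934) were not called. At the thresholds of the paper 2 of the 5 passed as lower, BRIP1 and XRCC2. BRCA1, BLM and RAD54B had an unadjusted p of 0.00168, 0.00434 and 0.0114 from limma, but fell by less than 2-fold. BLM was called with dim probe sets left out, at least 5 probe sets, centred arrays, quantile normalization, a trended and robust prior, a replicate block and without Doxy replicate 2, and RAD54B with centred arrays, quantile normalization and a replicate block. The paper states that the splicing of BRCA1 is not significantly altered, which diffSplice's adjusted p of 0.487 does not contradict. Run on the probe sets used here, the model of Table S2 called it (adjusted p = 0.0392). For most genes compared, Table S2 lists fewer markers than were used here, so this call is not the paper's own result. The paper reports polyubiquitination genes as enriched among altered splicing, and for proteasome subunits Fisher's exact p was 0.000736 with the model of Table S2 and 0.203 with diffSplice, in a range up to 1 over the alternatives. Of the 8 proteasome genes called by that model 5 are in Fig. S2, so the first value is not independent of the study's choice. For ubiquitin-conjugating enzymes the same model called 2 of 25 genes (Fisher's exact p = 0.660), and diffSplice called 0. Neither list holds the ligase genes of Fig. S2, such as RNF41 and RNF216, so the paper's term as a whole was not tested. The paper's cells carry an SRSF3 siRNA, and SRSF3 itself passed limma's test with centred arrays and with quantile normalization, not with the authors' values (adjusted p = 0.129). With the authors' values its difference was -0.51, and 5 of its 8 probe sets were lower in both Doxy arrays than in both No Doxy arrays. The paper shows the knockdown by RT-PCR, qPCR and western blotting, so the missing call here does not speak against it.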

Other observations

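The tests of an array-wide shift and of the gene lists without single arrays were chosen after the results were seen. ERN1, a sensor of misfolded protein in the ER, rose by 2.12, the chaperone gene DNAJB11 by 1.02 and SYVN1 by 0.77, while the transcription factor gene XBP1 fell by 0.84. Together 3 of 19 genes of the ER unfolded protein response rose and 1 fell (3 and 1 over the list alone; median 0.18, camera adjusted p = 0.462). Of 13 fatty acid synthesis genes ACSS2, which makes acetyl-CoA (2.55), ACLY (1.68) and TECR (0.88) rose and FADS2 fell by 0.81 (5 higher and 1 lower over the list alone; median 0.23, camera adjusted p = 0.303). Of 18 apoptosis regulators XIAP (0.90), MCL1 (0.87), BCL2L1 (0.77) and BIRC2 (0.71) rose and BCL2 (-0.98) and APAF1 (-0.80) fell (7 higher and 2 lower over the list alone; median 0.09, below 0 with centred arrays, camera adjusted p = 0.415). Of 21 interferon-stimulated genes STAT2 (1.72), IFIT1 (1.34), RIGI (1.07) and IRF9 (0.96) rose and PARP9 (-1.17), DDX60 (-0.89) and DTX3L (-0.82) fell (6 and 5 over the list alone; median -0.07, camera adjusted p = 0.997).

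Of 18 ATF4 targets SLC7A11 rose (1.05), and DDIT4 (-1.20) and STC2 (-0.89) fell (3 and 2 over the list alone; median 0.11, below 0 with centred arrays, camera adjusted p = 0.902). Of 38 mitochondrial translation genes 5 rose, among them MRPS15 (1.11) and MRPL28 (1.00), and MRPL42 fell by 0.83 (5 and 1 over the list alone; median 0.29, camera adjusted p = 0.0765, from 0.000115 without Doxy replicate 1 to 0.977 without Doxy replicate 2, where the median was 0.06). Of 25 ubiquitin-conjugating enzyme genes UBE2V1 (2.21) and UBE2Q1 (0.81) rose (3 higher and 1 lower over the list alone; median 0.20, camera adjusted p = 0.303, from 0.0441 without Doxy replicate 1 to 0.965 without Doxy replicate 2, where the median was 0.05). Of 7 NMD factors SMG8 rose by 0.83 (1 and 0 over the list alone; median 0.25, camera adjusted p = 0.535), while UPF1 (-0.06) and UPF2 (0.51, adjusted p = 0.120) did not pass. Limma called 0 of 21 p53 targets (median 0.17, camera adjusted p = 0.777) and 0 of 13 SR and SR-like splicing factor genes (median -0.04, camera adjusted p = 0.997), also over the lists alone.

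Markers of other cell types were tested as a check on foreign RNA. Limma called 0 of 7 leukocyte markers (median 0.05, below 0 with centred arrays, camera adjusted p = 0.842) and 0 of 7 endothelial markers (median -0.12, camera adjusted p = 0.289). Of 9 fibroblast markers LUM rose by 0.79, from 8.44 to 9.23 (1 higher and 1 lower over the list alone; median -0.08, camera adjusted p = 0.997).

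More genes were called higher than lower with Doxy, 77.0% of the calls. A background shift that raises dim genes most is argued against by the medians of the dimmest 25% and the brightest 25% of genes, -0.09 and 0.24, which differ by -0.33. An array-wide shift left by the normalization and a wider rise of expression with Doxy cannot be told apart here: with each array centred on its median 49.0% of the calls were higher, but centring lowers every difference alike and so moves the balance in either case. The unequal medians by brightness, -0.09 and 0.24, argue against a shift of the same size in all genes. They do not argue against a shift that grows with brightness.

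Splicing calls fell in genes changed in expression 5.11 times as often as independent lists would give (154 genes against 30.1). Dim probe sets that do not follow their gene are argued against by a ratio of 5.18 with the dimmest probe sets left out (87 genes against 16.8). A single probe set that lags behind a gene whose other probe sets change is argued against as the general source by the side on which the most deviating probe set lay. It lay opposite to the gene's change in 42.9% (66 of 154 genes, 95% confidence interval 34.9 to 51.1), while 97 of 255 genes called for splicing alone had such a probe set (38.0%). Only the most deviating probe set of each gene was looked at, and the gene's change includes that probe set, which favours the same side. Where several probe sets of a gene lag, the most deviating may be one that follows, so a lag of several is not argued against. A lag of the most deviating probe set stays possible in those 66 genes, IDI1 and CYP51A1 among them. In 120 of the 154 genes the most deviating probe set was no brighter than the middle of its gene's probe sets, so that a part played by dim signal within the gene stays open. Changed splicing may occur in the same genes as changed expression, and no test here separates this from Doxy itself.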
